# A Water‐Saving Drought Survival Phenotype in a Wheat TILLING Mutant Involves Survival‐Biased Metabolic and Phosphorylation Reprogramming

**DOI:** 10.1111/pce.70546

**Published:** 2026-04-19

**Authors:** Ryosuke Mega, Shun‐ichiro Hirata, Kota Yamashita, Hinano Takase, Taishi Umezawa, Yasuko Watanabe, June‐Sik Kim, Tomoyuki Kosaka, Akihiro Nieda, Hisashi Tsujimoto

**Keywords:** drought, metabolic reprogramming, phosphoproteomic profile, TILLING, trade‐off, water‐saving, wheat (*Triticum aestivum* L.)

## Abstract

Drought tolerance in crops often involves trade‐offs between water conservation, growth and reproduction. Understanding how water‐saving strategies are implemented at physiological and metabolic levels remains critical for improving crop performance under water‐limited conditions. Here, we characterise a wheat TILLING mutant, WS1, that exhibits enhanced survival under drought stress. WS1 showed reduced stomatal conductance and transpiration, together with increased carbon isotope discrimination, consistent with reduced water loss. Despite these traits, WS1 displayed weak stomatal responses to exogenous abscisic acid (ABA), indicating that its water‐saving behaviour is not primarily explained by canonical ABA signalling. Metabolomic analyses revealed substantial accumulation of proline and changes in nitrogen and carbon metabolism, suggesting a shift toward a survival‐oriented metabolic state. Phosphoproteomic profiling further identified distinct phosphorylation patterns associated with energy‐related signalling components, including proteins linked to SnRK1 pathways. These molecular features likely reflect an altered energy‐sensing and regulatory state rather than direct causal drivers of the phenotype. Notably, WS1 exhibited reduced fertility, indicating a trade‐off between survival and reproductive investment. Together, our results suggest that WS1 adopts a water‐saving drought survival phenotype characterised by coordinated physiological and metabolic reprogramming, providing a framework for understanding survival‐oriented drought responses and resource allocation strategies in wheat.

## Summary statement

We identify a wheat TILLING mutant with a water‐saving drought survival phenotype, showing reduced stomatal conductance and improved water‐use efficiency. This phenotype is linked to metabolic and phosphorylation reprogramming not explained by canonical ABA responsiveness, including altered SnRK1 signalling and constitutive proline accumulation.

## 1 Introduction

Climate change is intensifying constraints on crop production through rising temperatures, altered precipitation regimes and more frequent extremes, thereby threatening global food security. Increased evaporative demand and drought episodes are projected to further reduce yields of major cereals (Lobell et al. 2011), and compound hot–dry events during the growing season substantially increase the probability of yield losses in rice, maize, soybean and wheat (Heino et al. 2023). Changes in rainfall distribution also destabilise soil moisture availability and increase production risks across regions (Rosenzweig et al. 2014). In wheat, the vulnerability to water limitation is particularly concerning modelling and multi‐model assessments indicate that warming and drought will increasingly constrain production in major wheat‐growing regions (Asseng et al. 2015), and historical analyses show that extreme weather disasters can markedly reduce global crop output (Lesk et al. 2016). With agricultural water resources projected to become increasingly limiting under future climates (Gupta et al. 2020), there is an urgent need to develop strategies that improve drought survival and water‐use efficiency (WUE) in wheat.

Plants adopt multiple drought‐adaptive strategies, including (i) reduced transpirational water loss through stomatal regulation and (ii) metabolic adjustment via accumulation of compatible solutes and reallocation of carbon and nitrogen resources. Stomatal closure is classically governed by abscisic acid (ABA) signalling, in which ABA binding to PYR/PYL/RCAR receptors inhibits PP2Cs, activates SnRK2s and induces ABA‐responsive transcription (Park et al. 2009; Cutler et al. 2010). However, recent studies highlight additional regulatory layers acting on ABA receptors, including phosphorylation‐dependent changes that can modulate receptor stability and signalling output (Chen et al. 2018; Zhang et al. 2018; Li et al. 2019; Yoshida et al. 2019). The TOR kinase is widely recognised as a central regulator of growth–stress balance and can interface with ABA signalling, including via receptor phosphorylation and reciprocal regulation of TOR activity during stress (Wang et al. 2018; Flavell 2023). These observations underscore that drought responses emerge from coordinated hormonal and post‐translational regulatory networks rather than a single linear pathway.

In parallel with TOR‐linked growth control, the energy‐sensing kinase SnRK1 functions as a major integrator of carbon status and stress signalling (Polge and Thomas 2007; Baena‐González and Sheen 2008; Wang et al. 2020a). SnRK1 has been implicated in both ABA‐dependent and ABA‐independent responses and may coordinate metabolic reprogramming under fluctuating resource availability (Jossier et al. 2009; Carianopol et al. 2020; Belda‐Palazón et al. 2022; Zhao et al. 2026). In Arabidopsis, SnRK1‐associated phosphorylation events have been linked to ABA‐independent stress‐responsive transcription through components such as OXS3 and trehalose‐pathway enzymes (e.g. TPS5) (Wurzinger et al. 2018; Xiao et al. 2021). Nevertheless, how SnRK1‐related signalling states relate to water‐saving strategies and drought survival in wheat remains insufficiently defined.

Metabolic adjustment is a hallmark of drought adaptation. Proline (Pro) is a widely conserved compatible solute that contributes to osmotic adjustment and redox homoeostasis, and its accumulation can also be associated with broader changes in growth and stress physiology (Alvarez et al. 2022). Because SnRK1 is a key regulator of energy‐dependent metabolic reprogramming, an SnRK1‐linked regulatory state could plausibly coincide with proline‐associated metabolic configurations under water limitation. However, the relationships among phosphorylation dynamics, energy‐sensing networks and proline metabolism remain incompletely resolved in crop species.

To better understand survival‐oriented drought responses in wheat, we exploited an EMS‐induced TILLING resource in hexaploid wheat that includes mutations in ABA receptor genes (Krasileva et al. 2017). Using a screening strategy based on seedling traits and carbon isotope discrimination, we identified a candidate water‐saving line, Cadenza0773 (WS1), which exhibits enhanced drought survival, reduced stomatal conductance and improved WUE relative to the parental line Cadenza0000 (C). WS1 also shows constitutively elevated expression of TaP5CS1 and increased proline accumulation under non‐stress conditions. Here, we integrate physiological, transcriptomic and phosphoproteomic analyses to characterise the water‐saving drought survival phenotype of WS1 and to define associated metabolic and phosphorylation reprogramming. Rather than asserting a single causal driver, we use these datasets to establish an integrated framework for drought survival–oriented water‐use strategies in wheat.

## 2 Materials and Methods

### 2.1 Plant Materials

The seeds of 129 lines from the hexaploid bread wheat (cv. Cadenza) Targeting Induced Local Lesions in Genomes (TILLING) population used in this study were provided by SeedStor2 (https://www.seedstor.ac.uk/index.php), created by the Germplasm Resources Unit at the John Innes Centre, UK (Rakszegi et al. 2010; Krasileva et al. 2017). Among these, Cadenza0773 (WS1), selected as a candidate water‐saving and drought‐tolerant line based on its sensitivity to abscisic acid (ABA) during seedling elongation and carbon isotope ratio, and the standard line Cadenza0000 (C) were used for the experiments.

### 2.2 Seedling Drought Tolerance Test

C and WS1 seeds were imbibed on Petri dishes and incubated for 2 days in a growth chamber (LH‐411PFDT‐S, Nippon Medical & Chemical Instruments Co. Ltd., Osaka, Japan). Five seedlings were then transplanted into 7.5‐cm pots containing 85 g of soil and grown under well‐watered conditions on trays for 3 weeks in 22°C/17°C of 16 h day/8 h night. Drought stress was imposed by draining water from the trays for 20 days, after which the plants were rewatered, and survival rates were recorded 2 weeks later. The experiment was conducted with five replicates per line.

### 2.3 SPAD Value Measurement

Using the same plants described above, SPAD values were measured over a 2‐week period during the drought treatment. A chlorophyll metre (SPAD‐502Plus, Konica Minolta, Tokyo, Japan) was used to continuously measure the SPAD value at the centre of the fully expanded youngest leaf at the third week of cultivation. The standardised SPAD value was calculated by setting the SPAD value on the first day of drought treatment to 1 and dividing the SPAD value of each subsequent measurement day by that initial value.

### 2.4 Water Utilisation Measurement

C and WS1 seeds were germinated on Petri dishes, and six seedlings were transplanted into 8‐cm pots and grown in a growth chamber for 1 week. The seedlings were then transferred to containers and watered until the total weight reached approximately 5000 g. After a certain period, the containers were weighed again and rewatered to restore the total weight to about 5000 g. This process was repeated until the plants withered. For the main experiment, seeds were germinated as in the drought test and transplanted into 7.5‐cm pots, followed by 1 week of growth in a controlled‐environment chamber. One‐week‐old seedlings were then transplanted into 7‐L containers (342 × 193 × 169 mm; JEJ Astage Co. Ltd., Niigata, Japan; Cat. No. 4991068143951), six plants per container, and grown under 16 h day/8 h night. After each irrigation, the total container weight was recorded, and by remeasuring the weight after a set period, water use during that interval was determined. This procedure was repeated throughout the cultivation period to calculate total water use. Aluminium foil was placed on the soil surface to minimise water loss through evaporation. After cultivation, the plants were dried, and their biomass was measured. The experiment was conducted with three replicates per line.

### 2.5 ^13^C Analysis

The carbon isotope composition (δ^13^C) of wheat leaves was analysed using an elemental analyser interfaced with a continuous‐flow isotope ratio mass spectrometer (EA/IRMS; Thermo Fisher Scientific). The samples to be analysed were prepared from flag leaves of matured plants after Water Utilisation Measurement. One mg of flag leaf tissues was filled into tin capsules (5 × 9 mm, LUDI Swiss). Each sample was measured against standard CO_2_ calibrated with an isotope standard (accuracy of calibration ±0.066‰ SD). ^13^C discrimination was calculated as

$$\delta^{13}C=\left(R_{\text{sample}}/R_{\text{standard}}-1\right)\times 1000,$$

where R represents the ^13^C/^12^C isotope ratio of samples and standards.

### 2.6 Photosynthesis Measurement

Seeds were germinated as described in the drought tolerance test and transplanted into large pots, followed by 1 week of growth in a controlled‐environment chamber. The pots were grown under blue‐red light conditions in 23°C. Photosynthetic parameters were measured on the fully expanded youngest leaves of 3–4‐week‐old wheat plants using a portable photosynthesis system (LI‐6800, LI‐COR, Nebraska, USA). Light‐dependent photosynthesis was measured at a CO₂ concentration of 400 ppm under photosynthetic photon flux density (PPFD) of 0, 20, 50, 100, 200, 500, 1000, 1500, 2000, and 3000 µmol m⁻² s⁻¹. CO₂‐dependent photosynthesis was measured under a constant light intensity of 1500 µmol m⁻² s⁻¹ with CO₂ concentrations of 0, 50, 100, 200, 400, 500, 800, 1000, 1500, and 2000 ppm. Water use efficiency (WUE) was calculated by dividing the CO₂ assimilation rate (µmol CO₂ m⁻² s⁻¹) by the transpiration rate (mmol H₂O m⁻² s⁻¹). Measurements were performed with six replicates per line. A CO₂ gas cylinder was used as the CO₂ source.

### 2.7 Stomatal Density Measurement

The stomata on the flag leaves of plants grown in the water requirement experiment were photographed at a resolution of 2592 × 1944 pixels using a portable stomatal imaging device (Phytometrics Co. Ltd., Shizuoka, Japan). The total number of stomata in each image was counted. An objective micrometre was photographed at the same magnification as the leaf images, and the total image area was calculated using ImageJ. Stomatal density was then determined by dividing the total number of stomata by the image area. Measurements were performed with 18 replicates per line.

### 2.8 Fertility Rate Assessment

Using the dried spikes of plants from the utilisation measurement, the total number of florets and fertile florets in each spikelet were examined to calculate the ratio: fertile/total.

### 2.9 RNA Extraction

Ten‐day‐old wheat seedlings were sprayed with 15 mL of either mock solution (0.05% Tween 20 + DMSO) or ABA solution (0.05% Tween 20 + 50 µM ABA). Samples were collected 24 h after treatment, immediately frozen in liquid nitrogen, and stored at −80°C. Total RNA was extracted following the manufacturer's instructions for TRIzol Reagent (Thermo Fisher Scientific, Massachusetts, USA; Cat. No. 15596026). Approximately 50 mg of frozen, ground tissue was mixed with 500 µL of TRIzol Reagent and vortexed for 30 s, followed by the addition of 100 µL of chloroform and vortexing for 15 s. After incubation at room temperature for 1 min, samples were centrifuged at 12 000*g* for 15 min at 4°C. The aqueous phase (100 µL) was transferred to a new tube, mixed with 250 µL of isopropanol, incubated for 10 min at room temperature, and centrifuged again at 12 000*g* for 10 min at 4°C. The supernatant was discarded, and the pellet was washed twice with 500 µL of 75% RNase‐free ethanol, vortexed, and centrifuged (12 000*g*, 5 min, 4°C). After removing the ethanol, the pellet was air‐dried for 10 min at room temperature, then dissolved in 50 µL of RNase‐free water and incubated at 65°C for 10 min. RNA quality was confirmed by 0.8% agarose gel electrophoresis, and concentration and purity were determined using a spectrophotometer (Colibri +, Berthold, Japan), ensuring an A260/A280 ratio greater than 1.8. Samples were stored at −20°C.

### 2.10 qRT‐PCR

For reverse transcription, ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo Co. Ltd., Osaka, Japan; Cat. No. FSQ‐301) was used. RNA samples equivalent to 500 ng were mixed with 2 µL of 4× DNA Master Mix and adjusted to a total volume of 8 µL with RNase‐free water. The mixture was incubated at 37°C for 5 min, followed by the addition of 2 µL of 5× RT Master Mix II, and the reverse transcription reaction was performed using a thermal cycler (Gene Atlas G02, Astec Co. Ltd., Fukuoka, Japan) under the following conditions: 37°C for 15 min, 50°C for 5 min, and 98°C for 5 min. Real‐time PCR was performed using THUNDERBIRD Next SYBR qPCR Mix (Toyobo; Cat. No. QPX‐201). The reaction mixture (total 20 µL) contained 5 µL of cDNA, 10 µL of THUNDERBIRD Next SYBR qPCR Mix, 1 µL each of forward and reverse primers (6 pmol/µL), and 3 µL of ultrapure water. The mixture was loaded into PCR tubes (BIO‐RAD, California, USA, Cat. No. TLS0851). Reactions were run on a CFX Opus 96 Real‐Time PCR System (BIO‐RAD) at Yamaguchi University under the following conditions: 94°C for 60 s (1 cycle), followed by 40 cycles of 65°C for 15 s, 65°C for 15 s, and 72°C for 60 s. To perform absolute quantification of gene expression, serial dilutions of plasmids containing the target gene fragments were prepared. Plasmids were constructed by cloning PCR‐amplified fragments of the target regions, which correspond to the primer pairs used for real‐time PCR. Using cDNA from standard line C as a template, standard PCR amplification was performed with 10 µL of 2× PCR Master Mix (Nippon Genetics Co. Ltd., Tokyo, Cat. No. FG‐MM320), 1 µL of cDNA, 0.4 µL each of forward and reverse primers (10 pmol/µL), and 8.2 µL of ultrapure water. The PCR programme was as follows: 94°C for 2 min (1 cycle); 98°C for 10 s, 64°C for 30 s, 72°C for 20 s (5 cycles); 98°C for 10 s, 61°C for 30 s, 72°C for 20 s (5 cycles); 98°C for 10 s, 58°C for 30 s, 72°C for 20 s (30 cycles); and 72°C for 7 min (1 cycle). For TA cloning, 0.5 µL of T‐Vector pMD20 (Takara Bio Inc., Shiga, Japan; Cat. No. 3270), 0.5 µL of PCR product, and 1.5 µL of ultrapure water were mixed in a 1.5 mL tube, followed by the addition of 2.5 µL of DNA Ligation Mix <Mighty Mix> (Takara Bio; Cat. No. 6023) and incubation at 16°C for 30 min. The entire ligation mixture was transformed into 50 µL of DH5α competent cells (Takara Bio, Cat. No. 9057) and spread on LB agar plates containing 100 µg/mL ampicillin. For blue‐white screening, IPTG and X‐Gal were added to the plates according to manufacturer's protocol. White colonies were selected, suspended in 1 mL of LB liquid medium (+ 100 µg/mL ampicillin), and cultured overnight at 37°C. Plasmids were purified using a Plasmid Miniprep Purification Kit (GeneMark, Atlanta, USA, Cat. No. DP01‐300). The purified plasmid DNA concentration was measured with a spectrophotometer, and the copy number was calculated based on the concentration. A standard curve was generated for the pMD20 plasmid containing the target DNA sequence to determine absolute gene expression levels. The primers listed in Supporting Information Table S1 were used for each gene.

### 2.11 ABA Quantification

From the fully expanded youngest leaves of 34‐day‐old plants used for photosynthetic activity measurements, five leaf discs were collected using a leaf punch (Kai Industries Co. Ltd., Gifu, Japan; BPP‐30F) and immersed in 100 µL of 80% methanol, then stored at −20°C. Three weeks after sampling, 50 µL of the extract was mixed with 40 µL of 20% methanol and 10 µL of internal standard solution (0.1 ppm d₆‐ABA). The mixture was transferred to a Nanosep MF 0.45 µm filter (Pall Corporation, New York, USA, Cat. No. ODPTFE04C35) and centrifuged at 14,000 × g for 5 min at room temperature. The filtrate was transferred to vials (Technolab SC Co. Ltd., Osaka, Japan, Cat. No. ML345‐3012) for LC–MS analysis. LC–MS analysis was conducted using the 3200 QTRAP LC/MS/MS System (AB Sciex, Tokyo, Japan). For LCMS, Mightysil RP‐18 GPⅡ column (150 × 2.0 mm, 5 µm; Kanto Chemical Co. Inc., Tokyo, Japan; Cat. No. 25697‐96) was used. The mobile phase consisted of solvent A (0.1% formic acid in H₂O) and solvent B (0.1% formic acid in acetonitrile). The gradient programme was as follows: 0–5 min, 20% B; 5–20 min, 90% B; 20–30 min, 90% B; 30–35 min, 20% B. The flow rate was 0.2 mL min⁻¹, the injection volume was 4.0 µL, and the column temperature was maintained at 40°C. For ABA, the mass transition was m/z 263 (Q1) for precursor ion to 153 (Q3) for product ion with declustering potential (DP) = −50 V, entrance potential (EP) = − 11 V, and collision energy (CE) = −18 V. For d₆‐ABA, the mass transition was m/z 269 (Q1) to 159 (Q3) with DP = −45 V, EP = −9.5 V and CE = −12 V.

### 2.12 Phosphoproteome Analysis

Protein extraction and digestion were performed according to a previous study with some modifications (Yamashita et al. 2025). In brief, frozen samples (10 mg) from the mock‐treated plants of each line were dispensed into antistatic tubes, and 100 µL of protein extraction buffer (6 M guanidine hydrochloride [FUJIFILM Wako Pure Chemical Corp., Cat. No. 072‐05001] +100 mM Tris‐HCl, pH 9.0) was added. The mixture was vortexed and heated at 100°C for 5 min. After cooling on ice, ultrasonication was performed for 20 s × 3 cycles, followed by centrifugation (13 200 rpm, 20 min, 4°C). The supernatant was transferred to ProteoSave SS Microtubes (Sumitomo Bakelite Co. Ltd., Akita, Japan, Cat. No. MS‐4215M). Subsequently, 400 µL of methanol was added and vortexed, followed by the addition of 100 µL of chloroform and mixing. Then, 300 µL of ultrapure water was added and vortexed again. After centrifugation (13 200 rpm, 3 min, 4°C), the upper aqueous layer was removed, 400 µL of methanol was added, mixed, and centrifuged again (13 200 rpm, 3 min, 4°C). The liquid was completely removed, and the protein pellet was air‐dried and stored at − 80°C. The protein pellets were resuspended in a digestion buffer containing 100 mM Tris‐HCl (pH 9.0), 12 mM SLS, and 12 mM SDC. 400 µg of protein per sample was incubated in a reduction buffer [10 mM DTT, 100 mM ammonium bicarbonate] for 30 min at 24°C, followed by alkylation buffer [40 mM CAA, 100 mM ammonium bicarbonate] for 20 min at 24C in the dark. After a five‐fold dilution with 100 mM ammonium bicarbonate, proteins were digested overnight at 37°C with 4 µg trypsin (Promega). Phase transfer surfactants (such as SLS, SDC) were removed according to a previous study (Yamashita et al. 2025). After removal, 10% of the total volume of peptide samples was set aside for global proteomic analysis, and phosphopeptides were enriched using hydroxy acid‐modified metal oxide chromatography (HAMMOC) as described in a previous study (Sugiyama et al. 2007 ). Digested peptides or enriched phosphopeptides were desalted using an in‐house Stage‐tip made with SDB Empore discs (CDS). After desalting, the phosphopeptides were dried and stored at −80°C until LC‐MS/MS analysis.

### 2.13 LC‐MS/MS Analysis and Raw Data Processing

LC–MS/MS analysis was performed using an Easy‐nLC 1200 system coupled to an Orbitrap Exploris 480 mass spectrometer equipped with a FAIMS Pro interface (Thermo Fisher Scientific). The dried peptides were dissolved in 10 µL of 0.1% formic acid + 2% acetonitrile solution, and peptide concentration was measured. Approximately 750 ng of peptides were loaded directly into a C18 nano HPLC capillary column (NTCC‐360/75‐3, 75 µm ID × 15 cm L, Nikkyo Technos) and separated using a 120‐min nonlinear gradient. Mass spectrometry was performed using data‐dependent acquisition (DDA) with FAIMS compensation voltages of −40 and −60 V. Data analysis was conducted using Proteome Discoverer 2.5 (Thermo Fisher Scientific) with the SEQUEST search engine against the *Triticum aestivum* RefSeq v1.1 database. SEQUEST parameters were as follows: Digestion enzyme, Trypsin; Maximum missed cleavages, 2; Peptide length, 6–144; Precursor mass tolerance, 10 ppm; Fragment mass tolerance, 0.02 Da; Static modification, Carbamidomethylation (C); Variable modifications, Oxidation (M), N‐terminal acetylation, and phosphorylation (S, T, Y); Maximum variable modifications per peptide, 3. Both peptide and protein identifications were filtered at a False Discovery Rate (FDR) of < 1%. Phosphorylation site localisation probabilities were calculated using IMP‐ptmRS, with a threshold set at ≥ 75%.

### 2.14 Mutated Gene Analysis of TILLING

Mutation information for WS1 was obtained from the TILLING database (https://dubcovskylab.ucdavis.edu/wheat-tilling). The Gene IDs from the mutation data were converted to the corresponding Gene IDs in *Triticum aestivum* RefSeq v1.1. The converted Gene IDs were then used for gene searches using the BLAST tools available at EnsemblPlants (https://plants.ensembl.org/Triticum_aestivum/Info/Index) and TAIR (https://www.arabidopsis.org/).

### 2.15 Transcriptome Analysis

NGS library preparation and sequencing procedures from leaf RNA samples were conducted as described previously (Kim et al. 2025). In detail, mRNA was isolated from total RNA samples using NEXTFLEX Poly(A) Beads 2.0 (PerkinElmer), and sequencing libraries were prepared using the NEXTFLEX Rapid Directional RNA‐Seq Kit 2.0 (PerkinElmer). Quality control and quantification of the prepared libraries were performed using a TapeStation system (Agilent Technologies). The libraries were sequenced in paired‐end read (2 × 150 nucleotides) mode using a DNBSEQ‐G400 system (MGI Tech). The resulting reads were quality‐filtered using Trimmomatic‐v0.39 with default parameters (Bolger et al. 2014). The cleaned reads were aligned to the transcripts of the wheat reference genome RefSeq‐v2.1 using the selective alignment method of Salmon‐v1.10.0 with default parameters (Zhu et al. 2021; Srivastava et al. 2020). Differentially expressed genes were identified using DESeq. 2‐v1.50.2 and tximport‐v1.38.2 in R‐v4.5.2 (Love et al. 2014; Soneson et al. 2015; R Core Team 2023). Gene set enrichment analysis was conducted using clusterProfiler‐v4.18.4, with GO and KEGG databases retrieved from Ensembl Plants‐r60 (Cunningham et al. 2022).

## 3 Results

### 3.1 WS1 Exhibits a Water‐Saving Drought Survival Phenotype

To identify wheat lines with enhanced drought adaptation, we screened a TILLING population comprising 1,200 hexaploid wheat lines carrying mutations in abscisic acid (ABA) receptor genes (TaPYLs) based on Mega et al. 2019. From 127 selected mutant lines, screening based on seedling elongation assays and carbon isotope discrimination (δ¹³C) values of flag leaves grown under field conditions identified one line with the highest δ¹³C value, which we designated Water Saving 1 (WS1) (Supporting Information Figures S1, S2). To assess drought performance, a seedling‐based drought survival assay was conducted. Under water‐deficit conditions, WS1 displayed delayed chlorosis and significantly higher survival rates after rewatering compared with the standard line C (Figure 1a,b, Supporting Information Figure S3a), demonstrating enhanced drought survival capacity. Physiological measurements revealed that stomatal density in WS1 was significantly higher than that in C (Figure 1c, Supporting Information Figure S3c,d). The δ¹³C values were significantly higher in WS1 (Figure 1d), reflecting improved intrinsic water‐use efficiency (WUE) (Farquhar et al. 1989). Gas‐exchange analyses showed that both transpiration rate and CO₂ assimilation rate were reduced in WS1 relative to C, indicating a constitutively reduced stomatal aperture. However, the reduction in CO₂ assimilation in WS1 was proportionally smaller than that of transpiration, resulting in an approximately 15% increase in WUE (Figure 1e–g). The analysis of A–Ci curves revealed no significant differences between WS1 and C (Supporting Information Figure S3b), indicating that the enhanced WUE in WS1 is not attributable to the altered Rubisco activity. Together, these results indicated that WS1 adopts a water‐saving drought survival phenotype, characterised by reduced water loss through stomatal regulation while maintaining relatively efficient carbon assimilation.

**Figure 1:**
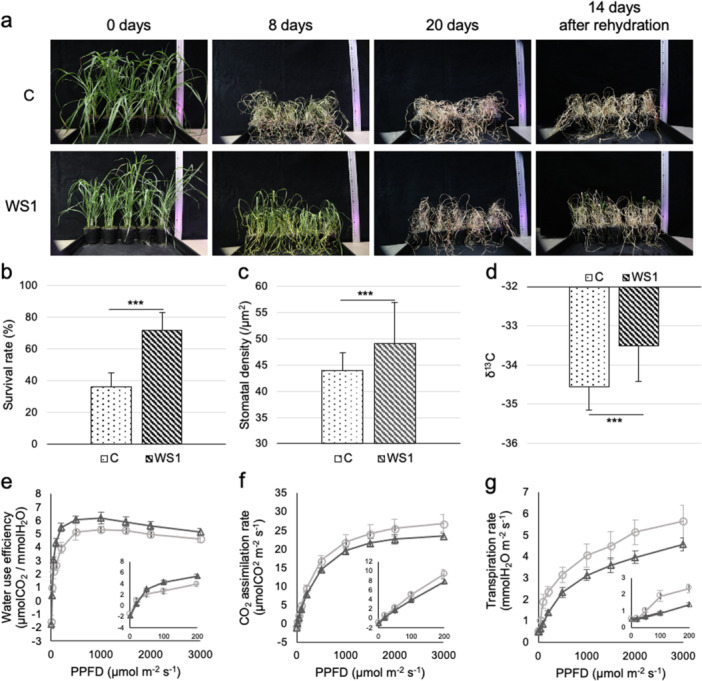
Physiological and photosynthetic characteristics of the drought‐tolerant wheat line WS1. (a) Control line (C) and drought‐tolerant line WS1 subjected to progressive water‐withholding treatment. Representative images are shown at 0, 8 and 20 days after the onset of water withholding, and after 14 days of rehydration. (b) Survival rate of C and WS1 plants following drought stress and subsequent rehydration. (c) Stomatal density measured on the abaxial leaf surface of fully expanded leaves. (d) Carbon isotope composition (δ¹³C) of leaf tissues, indicating long‐term intrinsic water‐use efficiency. (e) Light‐response curves of instantaneous water‐use efficiency (WUE), calculated as the ratio of CO₂ assimilation rate to transpiration rate, plotted against photosynthetic photon flux density (PPFD). (f) Light‐response curves of CO₂ assimilation rate as a function of PPFD. (g) Light‐response curves of transpiration rate as a function of PPFD. Data are presented as means ± SD. Asterisks indicate statistically significant differences between C and WS1 (*p < 0.05, **p < 0.01, ***p < 0.001, Student's *t*‐test).

### 3.2 ABA Signalling Contributes Only Marginally to Drought‐Related Traits in WS1

Because ABA signalling is a central regulator of drought responses, we evaluated the ABA responsiveness of WS1. Exogenous ABA application to 1‐week‐old seedlings resulted in comparable reductions in shoot elongation rates in both WS1 and C relative to their respective mock treatments (Supporting Information Figure S1), indicating similar sensitivity to ABA at the physiological level. Consistently, transcript levels of ABA‐responsive genes, including AOS and LEA, did not differ significantly between WS1 and C under either mock or ABA‐treated conditions (Figure 2a,b). Although TaPP2C6 expression was higher in C under mock conditions, no difference was observed following ABA treatment (Figure 2c). Notably, the expression of TaP5CS1, encoding a key enzyme in proline biosynthesis, was constitutively higher in WS1 than in C regardless of ABA treatment (Figure 2d). Measurement of endogenous ABA content under non‐stress conditions revealed no significant difference between WS1 and C (Figure 2e), indicating that altered ABA accumulation does not account for the WS1 phenotype. Collectively, these results suggest that canonical ABA signalling is not substantially altered in WS1, and that drought‐related traits are likely mediated by regulatory mechanisms which cannot be solely attributed to ABA signalling.

**Figure 2:**
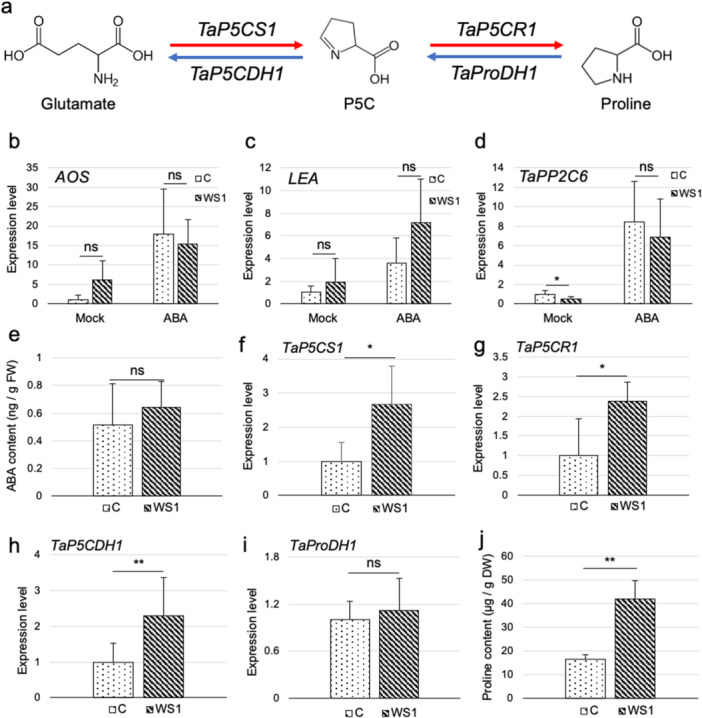
Enhanced proline accumulation in WS1 is associated with altered expression of proline metabolic genes independently of ABA accumulation. (a–d) Relative expression levels of ABA‐responsive marker genes AOS (a), LEA (b), TaPP2C6 (c) and TaP5CS1 (d) in control line (C) and WS1 under mock or ABA‐treated conditions. (e) Endogenous ABA content in leaves of C and WS1 plants under mock conditions. (f) Proline content in leaves of C and WS1 plants. Gene expression levels were normalised to an internal reference gene and are shown relative to the control line. (g) Schematic representation of the proline biosynthesis and catabolic pathway in wheat. Glutamate is converted to Δ¹‐pyrroline‐5‐carboxylate (P5C) by TaP5CS1, followed by reduction to proline by TaP5CR1. Proline catabolism is mediated by TaProDH1 and TaP5CDH1. (h–j) Relative expression levels of proline metabolism–related genes TaP5CR1 (h), TaP5CDH1 (i), and TaProDH1 (j) under mock conditions. Data are presented as means ± SD (*n* = 5 at all). Asterisks indicate statistically significant differences between C and WS1 (*p < 0.05, **p < 0.01, ***p < 0.001, Student's *t*‐test; ns, not significant). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 Metabolic Reprogramming Supports Drought Survival in WS1

Given the constitutive upregulation of TaP5CS1, we further examined proline metabolism in WS1. LC–MS analysis revealed approximately two‐fold higher proline accumulation in WS1 compared with C (Figure 2f). Consistent with the proline content difference, under non‐stress conditions, expression of TaP5CR1 and TaP5CDH1 was significantly higher in WS1 than in C, whereas TaProDH1 expression remained unchanged (Figure 2g–i). Transcriptome analysis further revealed broad metabolic reprogramming in WS1. 

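RNA-seq was performed on seedlings of C, the wheat cultivar Cadenza, and of WS1, a line of a TILLING population made from it by EMS mutagenesis. Seedlings 10 days old were sprayed with 15 mL of a mock solution or of 50 µM ABA, a hormone of the drought response, and sampled 24 h later. The 4 groups, C mock, C ABA, WS1 mock and WS1 ABA, held 4 libraries each. The paper's methods describe RNA from leaves, whereas the sample labels describe whole seedlings and give an older growth stage. The libraries were made from poly(A) RNA with a kit that keeps the strand. The authors trimmed the reads with Trimmomatic 0.39 and estimated counts per transcript with Salmon on the transcripts of the wheat RefSeq assembly, and the deposited tables hold these estimated counts for 132014 transcripts of 106382 genes. The total count per library was 20583554 to 27499073 in C mock (median 21373245), 22894126 to 24183122 in C ABA (median 23580255), 22156294 to 29155069 in WS1 mock (median 26044479) and 22589995 to 25134034 in WS1 ABA (median 23159160). Counts were summed over the transcripts of a gene, rounded to whole numbers and normalised by TMM, and 51446 genes passed edgeR's filter on low counts. Genes were tested in all 16 libraries together with edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p (FDR) under 0.05 and a fold change of at least 2, the thresholds given with Fig. 3. Levels are given as CPM, counts scaled to a common library total, ± SD over 4 libraries. Bread wheat carries its genes in near-identical copies on the A, B and D genomes, and reads that such copies share are divided between them by Salmon's estimate, so the level of a single copy is less certain than its error shows. The sources used here do not say whether the libraries of a group came from separate pots or extractions, so p-values measure the spread between these libraries, which may be technical. Gene names are those that the paper's text and Tables S2 to S6 pair with identifiers, in most cases the name of an Arabidopsis match.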

Hierarchical clustering and principal component analysis showed that mock‐treated WS1 samples clustered closely with ABA‐treated samples of both genotypes (Figure 3a,b), suggesting a constitutively activated stress‐related transcriptional state. 

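WS1 mock libraries lay between C mock and the ABA-treated libraries on the first principal component. Among the genes named in the paper, TPS (TraesCS5A03G0527400), of the trehalose-6-phosphate synthase family, stood at 22.9 ± 12.7 CPM in C mock, 64.4 ± 10 in WS1 mock, 123 ± 15.8 in C ABA and 197 ± 18.1 in WS1 ABA (SD, n = 4 each). NRT1.1 (TraesCS7B03G0573000), a nitrate transporter, had 35.4 ± 4.23 CPM in C mock, 15.8 ± 3.47 in WS1 mock and 15.7 ± 4.19 in C ABA. On the first principal component of log2 CPM, which held 42.18% of the variance, the mean score was 125.6 in C mock, 52.6 in WS1 mock, -85.66 in C ABA and -92.52 in WS1 ABA, with SDs of 12.5, 8.26, 22.2 and 10.6. With C mock at 0 and C ABA at 1, WS1 mock stood at 0.3455 on this component, and its scores differed from those of C mock and from those of C ABA (two-sided exact permutation tests, p = 0.0286 for each, the smallest p that 4 libraries against 4 allow). This position was 0.2217 without C mock replicate 4 and 0.2268 without C mock replicate 1, and at most 0.4271, without C ABA replicate 1. The second component (19.79%) ran between the lines, with means of 52.14 in C mock and 66.04 in C ABA against -81.15 in WS1 mock and -37.04 in WS1 ABA. The mean Spearman correlation of WS1 mock libraries across genes was 0.9355 with C mock, 0.9299 with WS1 ABA and 0.9127 with C ABA, beside 0.982 among themselves. The distance (1 - Spearman's rho) of WS1 mock to C mock was smaller than that to C ABA by a difference of -0.02286 and than that to WS1 ABA by -0.005641, and neither passed a two-sided exact permutation test (p = 0.114 and 0.429). Without C ABA replicate 3, the first difference was -0.02927 with an exact p of 0.0286, and over all genes with a count above 0 the second turned to 0.000328. In a dendrogram with average linkage, the first split parted the 8 mock libraries of both lines from the 8 ABA-treated ones. Cut into 4 clusters, this dendrogram set C ABA replicates 2 and 3 with the WS1 ABA libraries, apart from C ABA replicates 1 and 4. Complete linkage over all genes with a count above 0, on log2 CPM or on TPM, instead set the C mock libraries apart from all others at the first split. From the clustering and the principal components of these libraries, the paper proposes that a stress-related transcriptional state is switched on in WS1 without treatment.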

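ABA changed transcript levels in both lines, and the change differed between them for 3778 genes. In C, 5796 genes were higher and 2681 lower after ABA than after mock treatment, and in WS1 3845 were higher and 2386 lower (edgeR's quasi-likelihood test). Of the genes raised in C, 2667 were also raised in WS1, where 433 would be shared by independent lists, and of those lowered 867 were also lowered, where 124 would be. The test of the difference between the lines called 1379 genes with a more positive and 2399 with a more negative change in WS1. Over the genes raised in C, the median log2 change after ABA was 1.81 in C and 0.968 in WS1, and the median log2 difference of WS1 from C was 0.517 under mock and -0.284 after ABA. These genes were chosen by their change in the same C libraries, which can widen the gap between the medians. Over the 3845 genes raised in WS1, the median change was 1.57 in C and 1.65 in WS1. Over the genes lowered in C it was -1.39 in C and -0.683 in WS1, and over those lowered in WS1, -0.632 and -1.45. The line with the larger median change was thus the one in which the genes were chosen. Of 35 other assignments of the line labels, drawn at random from the many possible within treatments, 34 called 0 genes and 1 called 5477, which exchanged the labels of all mock libraries and of 1 ABA library per line and so largely compared the lines. The 34 mixed libraries of both lines in every group, so that differences between the lines entered the spread. This lowers the number of calls whether or not the changes after ABA differ, so these assignments cannot decide on chance. SNAP30 (TraesCS7D03G0100600), a SNARE protein of membrane fusion, rose in C from 7.84 ± 1.03 to 33.5 ± 7.2 CPM, whereas WS1 had 23.6 ± 3.85 CPM under mock and 20.1 ± 2.58 after ABA (SD, n = 4 each). The difference between these changes was -2.33 on the log2 scale (standard error 0.22, adjusted p = 6.3e-06 from edgeR). ISTL5 (TraesCS3A03G0649300), annotated as a regulator of Vps4 in the multivesicular body pathway, rose in C from 13.3 ± 1.21 to 58.5 ± 11.1 CPM and was at 35.3 ± 10.8 and 27.6 ± 3.29 CPM in WS1 mock and WS1 ABA, a difference of the changes of -2.5 (standard error 0.26, adjusted p = 1.4e-05). PMI1 (TraesCS1A03G0538400), named for a role in plastid movement, fell by 1.13 on the log2 scale in WS1, with a log2 change of 0.96 in C, which lies just under the fold threshold (difference -2.09, adjusted p = 1.1e-05). HIS1-3 (TraesCS5D03G0991900), a linker histone, also had a more negative change in WS1 (difference -1.35, adjusted p = 0.0029). TPS rose in both lines, by 2.42 in C and 1.61 in WS1 on the log2 scale, and the difference of -0.81 did not pass the test (adjusted p = 0.16), though without C mock replicate 3 it was -1.25 with an adjusted p of 0.0011 from edgeR. The log2 change of NRT1.1 was -1.17 in C and -0.4 in WS1, a difference of 0.78 with an adjusted p of 0.048 that is under the fold threshold.

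**Figure D1:**
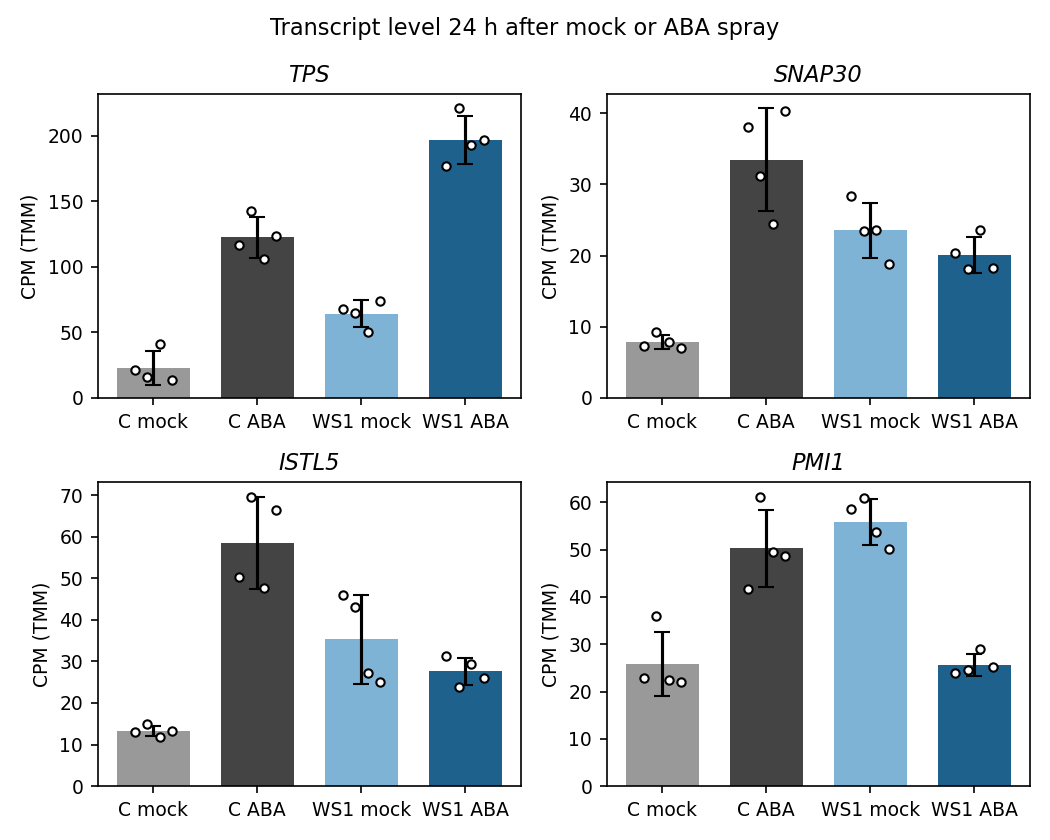
Transcript levels of TPS, SNAP30, ISTL5 and PMI1 in CPM (vertical axes, each from 0) in the 4 groups of seedlings. Bars are means, error bars SDs and circles the 4 libraries of a group. TPS is higher after ABA in both lines, while SNAP30 stands at 23.6 in WS1 mock and 20.1 in WS1 ABA against 7.84 in C mock and 33.5 in C ABA.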

Related to this point, we compared the volcano plots of C and WS1 between in the presence and absence of ABA (Figure 3c,d), indicating WS1 was not sensitive to ABA treatment. KEGG pathway enrichment analysis of genes upregulated in WS1 under mock conditions identified significant enrichment of pathways related to linoleic acid metabolism, carotenoid biosynthesis, histidine metabolism, and nitrogen cycling (Figure 3e). Conversely, genes downregulated in WS1 were enriched in pathways associated with secondary metabolism, transport processes, and reproductive development (Figure 3f), indicating a reallocation of metabolic resources away from growth‐related processes. Notably, genes involved in asparagine metabolism were consistently upregulated in WS1 under both mock and ABA‐treated conditions (Supporting Information Figure S4a). Given previous reports linking asparagine accumulation to stomatal regulation in drought and dark responses (Lea et al. 2007; Itam et al. 2020), these findings suggest that nitrogen‐related metabolic adjustment contributes to the water‐saving phenotype in WS1.

**Figure 3:**
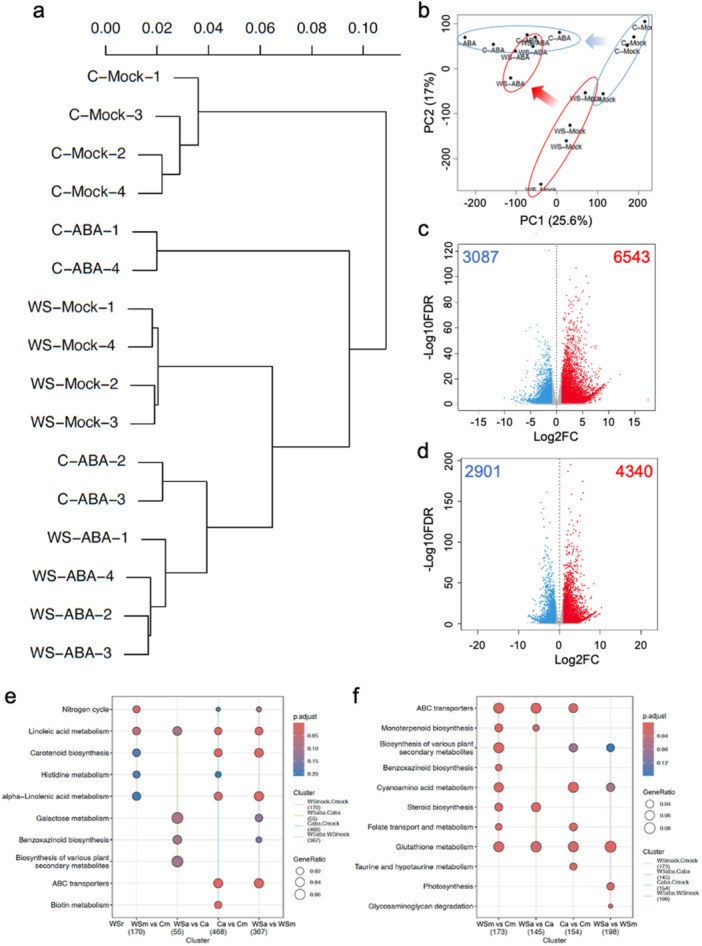
Transcriptomic signatures indicate constitutive activation of stress‐related pathways in WS1. (a) Dendrogram of RNA‐seq samples based on their transcriptome‐wide Spearman correlation. Quadruplicated control (C) and WS1 (WS) samples are shown under mock or ABA treatment conditions. (b) Principal component analysis (PCA) of transcriptomic profiles. Percentages indicate the variance explained by each principal component. (c, d) Volcano plots showing differentially expressed genes (DEGs) between WS1 and C under mock (c) and ABA‐treated (d) conditions. Numbers indicate up‐ and down‐regulated genes passing the significance threshold (|fold‐change | > = 2 and false discovery rate (FDR) < 0.05). (e, f) KEGG pathway enrichment analysis of upregulated (e) and downregulated (f) DEGs identified in each comparison. Dot size represents the gene ratio (proportion of DEGs in each pathway), and colour indicates FDR. [Color figure can be viewed at wileyonlinelibrary.com]

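WS1 and C differed at more genes under mock treatment than after ABA. Under mock, 2853 genes were higher and 2295 lower in WS1 than in C, and after ABA 929 were higher and 2156 lower (edgeR's quasi-likelihood test). Of these, 432 were higher and 476 lower under both treatments, where independent lists would share 52 and 96. A further 375 genes were higher in WS1 under mock and lower after ABA, and 22 were lower under mock and higher after ABA, where independent lists would share 120 and 41. Of the tested genes of the A, B and D genomes, 5.44%, 5.4% and 5.76% were higher in WS1 under mock. Of the 98 genes of Tables S2 and S3, listed in the paper for phosphopeptides detected only or at a higher level in WS1, 6 had higher and 0 lower transcript levels in WS1 under mock, and the counts were the same adjusted over the list alone. Of the 34 genes of Tables S4 and S5, listed for C, 2 were higher and 4 lower, also the same adjusted over the list alone. Neither list as a whole stood apart from other genes in the set test camera (adjusted p = 0.41 and 0.069, and 0.9 and 0.6 with an estimated correlation). The set test fry, which does not compare a list with other genes, passed for both. It gave an adjusted p of 0.047 for the WS1 list, towards higher levels in WS1. For the C list it gave 0.021, towards lower levels, and the median log2 fold changes were 0.047 and -0.159. LOG2 (TraesCS4B03G0605500), a RING-type E3 ubiquitin ligase, was lower in WS1 under mock by a log2 fold change of -2.2 (standard error 0.13, adjusted p = 2.6e-08 from edgeR) and after ABA by -1.7. CSN6B (TraesCS7A03G0553500), a subunit of the COP9 signalosome, was lower under both treatments too, at -1.85 and -1.62. OTU1 (TraesCS5A03G1051800) had a log2 fold change of -1.17 under mock (adjusted p = 0.0028 from edgeR). TPS was higher in WS1 under mock by a log2 fold change of 1.49 (standard error 0.25, adjusted p = 0.00054 from edgeR), and DF1 (TraesCS2A03G0940200), a trihelix transcription factor, by 1.24. KCS10 (TraesCS4A03G0012800), a 3-ketoacyl-CoA synthase of fatty acid elongation, had 1.24 and NPH3 (TraesCS6B03G0290200), of the phototropic-responsive family, 1.2, and without C mock replicate 1 these fold changes were 0.94 and 0.92, under the threshold.

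**Figure D2:**
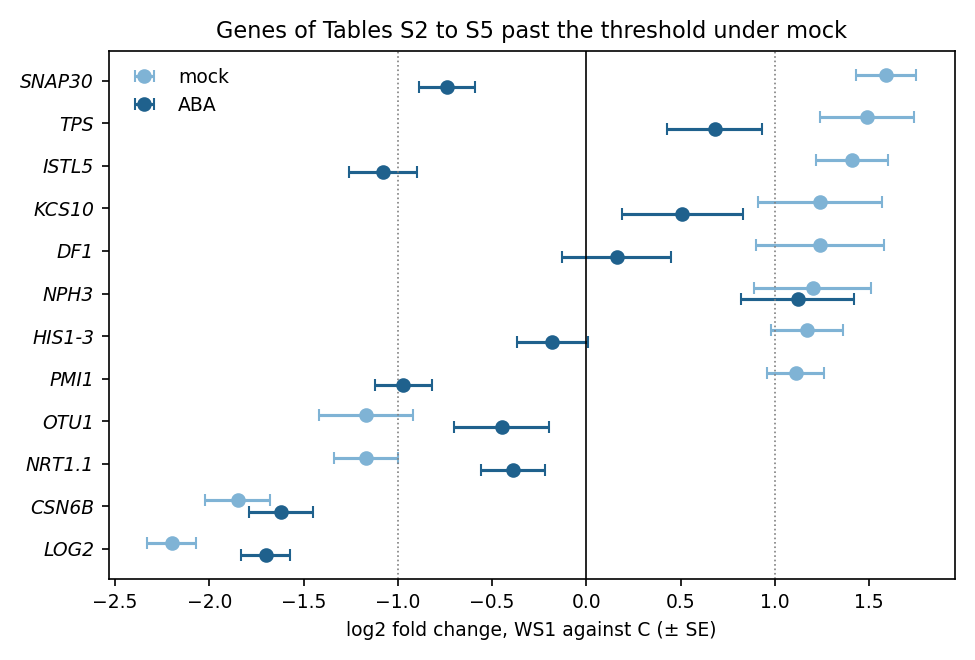
Log2 fold change of WS1 against C (horizontal axis) for the 12 genes of Tables S2 to S5 past the threshold under mock, with error bars of 1 standard error. Light points are mock and dark points ABA, and the dotted lines mark the fold threshold of 1 on the log2 scale. LOG2 and CSN6B lie below the threshold under both treatments, and SNAP30, ISTL5 and PMI1 lie above 0 under mock and below 0 after ABA.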

### 3.4 Distinct Phosphorylation Profiles Are Associated With Energy‐Related Signalling in WS1

To explore post‐translational regulation associated with the WS1 phenotype, we conducted phosphoproteomic analysis. A total of 2711 phosphorylated peptides were identified, predominantly containing serine residues (Figure 4a). Among these, 69 and 19 peptides were uniquely phosphorylated in WS1 and C, respectively (Figure 4b and Supporting Information Tables S2–5). Phosphorylation of the C‐terminal region of TaPYL2A, including the serine residue altered by a missense mutation in WS1, was not detected in either genotype (Supporting Information Figure S5), suggesting that this mutation might not directly affect detectable phosphorylation patterns or the mass spectrum of the related phosphopeptides might not be detected. Motif analysis revealed distinct enrichment of acidic and proline‐containing motifs surrounding phosphorylated residues in WS1, whereas no significant motif enrichment was observed in C (Figure 4c,d). Likewise, the previous phosphoproteomic study in bread wheat also detected proline and aspartic acid residues at the +1 position of the phosphorylated serine in the drought tolerant cultivar (Zhang et al. 2014). Gene Ontology enrichment analysis showed that phosphorylated proteins in WS1 were associated with nuclear functions, RNA binding, and cell cycle regulation, whereas those in C were enriched for chloroplast‐related and hormone‐associated processes (Figure 5a–d). Collectively, these data indicate that WS1 exhibits a distinct phosphorylation landscape associated with altered energy‐related and regulatory processes, consistent with a survival‐oriented physiological state.

**Figure 4:**
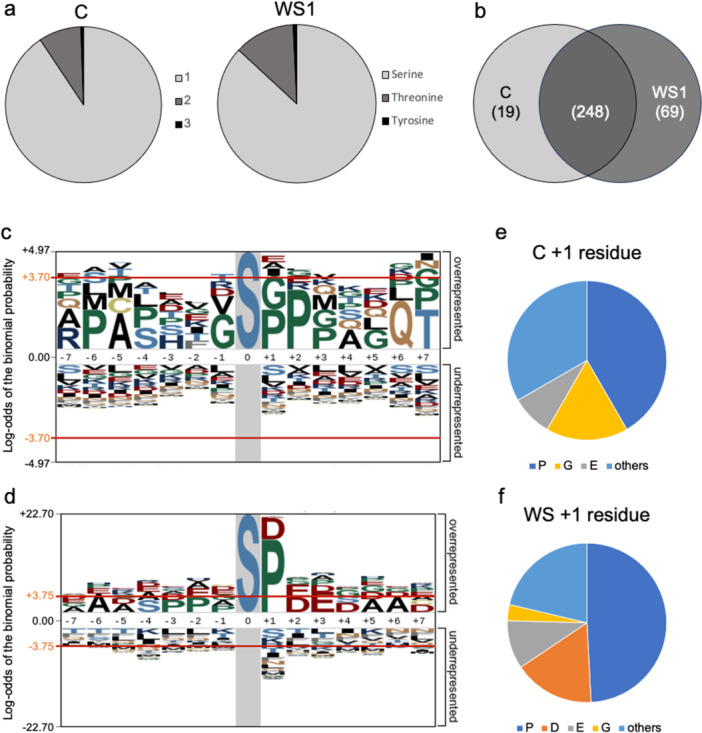
Global phosphoproteomic analysis reveals altered phosphorylation motifs in WS1. (a) Distribution of phosphorylated amino acid residues (Ser, Thr, Tyr) identified in C and WS1. (b) Venn diagram showing overlap of phosphopeptides detected in C and WS1. (c, d) Motif analysis of phosphorylation sites in C (c) and WS1 (d). The panels in (c) and (d) were drawn by using pLogo (O'Shea et al. 2013). Sequence logos represent over‐ and under‐represented amino acids surrounding the phosphorylated residue. (e, f) Frequency of amino acids at the +1 position relative to the phosphorylation site in C and WS1, highlighting differences in motif preference. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 5:**
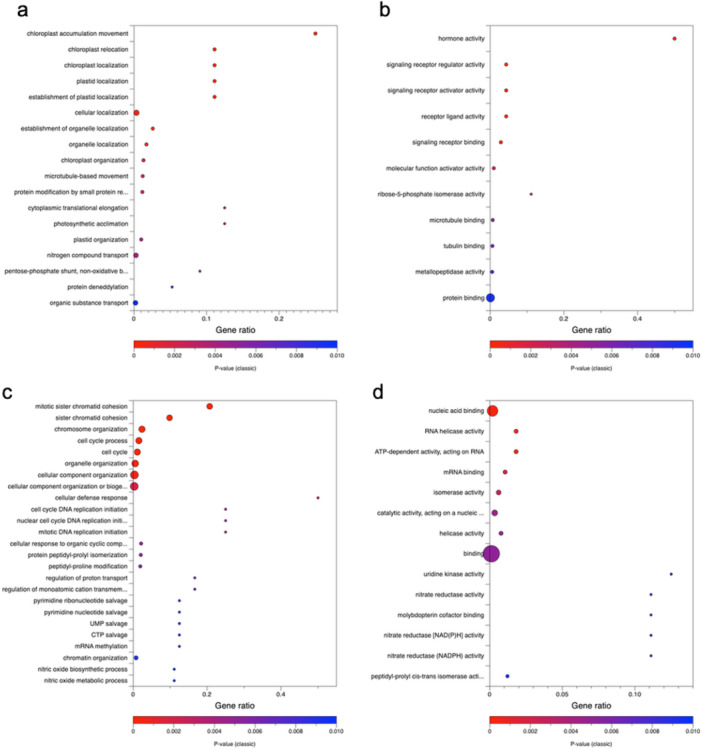
Functional enrichment analysis of differentially phosphorylated proteins. (a–d) Gene Ontology (GO) enrichment analysis of differentially phosphorylated proteins between C and WS1. Biological process (a, c) and molecular function (b, d) categories are shown for each comparison. Dot size indicates gene ratio, and colour represents enrichment significance (*p* value). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.5 Reduced Fertility Reflects a Trade‐Off Associated With Drought Survival

Although WS1 exhibited reduced water use throughout the growth period (Supporting Information Figure S6c), it also showed a significant reduction in yield‐related traits under controlled growth conditions (Supporting Information Figure S6d–h). Yield per unit water was lower in WS1, whereas biomass produced per unit water did not differ significantly between WS1 and C (Supporting Information Figure S6i,j). Morphological analyses indicated that the number of florets per spike was similar between genotypes, whereas grain number per spike was markedly reduced in WS1 (Supporting Information Figure S6e), identifying reduced fertility as the primary cause of yield loss (Supporting Information Figure S6k). Consistently, transcriptomic data revealed downregulation of genes associated with pollen recognition and reproductive processes in WS1 (Supporting Information Figure S4b). These findings indicate that reduced fertility in WS1 represents an intrinsic trade‐off associated with a survival‐oriented, water‐saving phenotype, rather than a secondary consequence of drought stress per se.

## 4 Discussion

### 4.1 WS1 Accepts the Yield Penalty to Gain a Water‐Saving Drought Survival Phenotype

The drought‐tolerant wheat line WS1, identified from a TILLING population, exhibits slightly smaller than the standard line C as shown in Supporting Information Figure S6. The value of WS1 in biomass and survival rate was 0.81‐fold as low as and twofold as high as that of C. Indeed, the survival rate normalised by biomass of WS1 was clearly higher than that of C (Figure 6l), indicating WS1 is truly more drought‐tolerant than C. This difference cannot be fully explained by reduced plant size, as indicated by biomass‐normalised survival rates. Instead, WS1 must accept the yield penalty. Actually, yield‐related traits (Yield, Grain per spike and Spike number) other than Biomass of WS1 were lower than those of C (Figure 6d–f). Although instantaneous WUE was increased (Figure 1e), biomass‐based WUE did not differ, indicating that the apparent water‐saving phenotype is partly associated with reduced growth rather than improved carbon gain efficiency. This suggests that the yield penalty of WS1 is more severe during seed development than vegetative stage due to related mutations. Additionally, the lower fertility of WS1 also supports it (Supporting Information Figure S6k). These phenotypes in WS1 reveal a fundamental trade‐off between plant survival and reproductive allocation. Thus, this type of trade‐off needs to be solved. Genetic improvement as facilitating seed development is essential in leveraging breeding.

**Figure 6:**
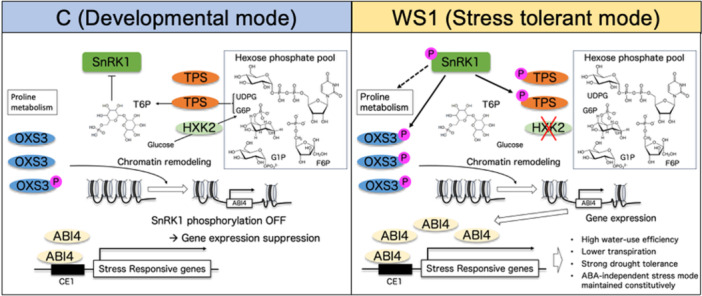
Hypothetical model of a water‐saving drought survival phenotype in the wheat TILLING mutant WS1. Proposed hypothetical model illustrating differences between the developmental growth mode of the control line (C) and the stress‐tolerant mode of WS1. In the control line (C), SnRK1‐associated signalling is relatively inactive, with limited phosphorylation of downstream components such as OXS3 and TPS5. Hexose phosphate pools (e.g. G6P and related metabolites) are maintained at levels consistent with growth‐oriented metabolism, chromatin remains in a relatively closed state, and expression of stress‐responsive genes is suppressed, resulting in a developmental growth mode. In contrast, WS1 exhibits a distinct phosphorylation pattern characterised by enhanced phosphorylation of SnRK1‐associated components, including OXS3 and TPS5. This state is accompanied by altered control of the hexose phosphate pool, activation of proline metabolism, and chromatin remodelling that favours transcription of stress‐responsive genes, partly mediated by ABI4. Together, these molecular features are consistent with constitutive maintenance of a stress‐associated regulatory state in WS1, supporting reduced transpiration, higher water‐use efficiency, and enhanced drought survival. Notably, this stress‐tolerant mode is proposed to operate largely independently of strong canonical ABA activation under non‐stress conditions. [Color figure can be viewed at wileyonlinelibrary.com]

### 4.2 Stress‐Associated Traits in WS1 Are Largely Independent of Canonical ABA Signalling

WS1 also exhibits a characteristic combination of physiological and molecular traits even under non‐stress conditions. Transcriptomic profiling showed that mock‐treated WS1 seedlings clustered closely with ABA‐treated samples of both WS1 and the standard line C, suggesting that WS1 maintains a stress‐associated transcriptional state in the absence of exogenous ABA. However, physiological assays and gene expression analyses indicated that canonical ABA responsiveness is not markedly altered in WS1 (Figure 2b–d). Together with the lack of differences in endogenous ABA content and the expression of representative ABA‐responsive genes, these results suggest that WS1 expresses its water‐saving phenotype largely through regulatory routes not via canonical ABA signalling, rather than through constitutively strengthened one.

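The genes that differed between WS1 mock and C mock overlapped with those that ABA changed in C, for the most part in the same direction. Of the 2853 genes higher in WS1 under mock, 1590 were raised by ABA in C and 27 were lowered, where independent lists would share 321 and 149. Of the 2295 lower genes, 948 were lowered by ABA in C and 170 raised, where independent lists would share 120 and 259. Both comparisons use the C mock libraries. In 20 simulated data sets with no difference between WS1 mock and C mock, at most 1 gene was shared in any pair of directions. As only 0 to 2 genes per direction were called for WS1 mock there, these data cannot show what shared libraries add to lists. With the C mock libraries split 2 and 2 between the comparisons (6 splits), 1000 to 1298 genes were higher and 645 to 756 lower in both, where independent lists would share 189 to 332 and 72 to 109, and 22 to 69 higher and 87 to 183 lower genes in WS1 mock changed the other way after ABA, where independent lists would share 89 to 151 and 154 to 239. DF1 had 1.74 ± 1.27 CPM in C mock, 4.09 ± 0.409 in WS1 mock and 6.97 ± 1.52 in C ABA (SD, n = 4 each). HIS1-3 was higher in WS1 mock (30.7 ± 4.54 CPM) than in C mock (13.7 ± 3.58), with 17.7 ± 2.48 in C ABA, where its change of 0.37 on the log2 scale did not pass the test (adjusted p = 0.13 from edgeR). LOG2 had 41.1 ± 6.05 CPM in C mock, 25.7 ± 3.63 in C ABA and 8.92 ± 0.584 in WS1 mock. Its log2 change of -0.68 after ABA in C lies under the fold threshold, so it is not among the shared genes. Across the 8477 genes changed by ABA in C, the log2 fold changes of WS1 mock against C mock and of C ABA against C mock had a Pearson's r of 0.627, a slope of 0.404 and the same sign in 78.2% of genes, which are not independent replicates. The shared C mock libraries alone give a relation of fold changes: simulated data of the same kind had a mean r of 0.0959 and a mean covariance of 0.0712, against an observed covariance of 1.63. With these libraries split 2 and 2, the covariance was 1.52 to 1.54 and r was 0.572 on average. The same 8477 genes were used in each split and in the simulated data. They had been chosen with all C mock libraries, so what that choice adds was not tested.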

A prominent ABA‐independent like feature of WS1 is the constitutively high expression of TaP5CS1, a key gene in proline biosynthesis, accompanied by increased proline accumulation under non‐stress conditions. Proline is widely implicated in drought adaptation as an osmoprotectant and as a broader regulator of cellular homoeostasis (Alvarez et al. 2022). Importantly, none of the analysed proline‐metabolism genes carried mutations in WS1, implying that upstream regulatory components – rather than structural changes in proline‐metabolic enzymes – underlie this transcriptional and metabolic configuration. Thus, WS1 provides a useful system to examine how a water‐saving phenotype can be maintained through metabolic reprogramming in the apparent absence of strong canonical ABA activation.

### 4.3 SnRK1‐Related Phosphorylation Activates Drought‐Associated States not via Canonical ABA Responsiveness

Among phosphopeptides detected exclusively in WS1 or at > 3‐fold higher abundance compared with C (Supporting Information Tables S2 and 3), we identified phosphorylated peptides derived from AKINBETA1 (TraesCS4D03G0448500 and TraesCS4B03G0502600), a β‐subunit of SnRK1, as well as from OXS3 (TraesCS1A03G0558500 and TraesCS1D03G0589400), and from trehalose 6 phosphate phosphatase/synthase (TPS, TraesCS5A03G0527400). In Arabidopsis, SnRK1‐mediated phosphorylation of OXS3 has been linked to ABA‐independent regulation of ABA‐related transcriptional outputs (Xiao et al. 2021). The presence of phosphorylated components consistent with a SnRK1–OXS3–TPS module therefore suggests that WS1 may engage an alternative regulatory configuration that can coincide with drought‐associated traits without requiring strong induction of canonical ABA signalling.

SnRK1 has also been connected to broader metabolic regulation, including sugar signalling and interactions with ABA‐related processes (Jossier et al. 2009; Wurzinger et al. 2018; Carianopol et al. 2020; Belda‐Palazón et al. 2022; Zhao et al. 2026). Moreover, SnRK1‐associated states have been implicated in asparagine‐related metabolism and other adjustments in primary metabolism in plants (Jossier et al. 2009; Wurzinger et al. 2018; Tsai and Gazzarrini 2014; Hayami and Y. Yamamoto 2021). In WS1, transcriptome data indicated sustained upregulation of asparagine‐related metabolism (Supporting Information Figure S4a), consistent with a nitrogen‐associated metabolic configuration under a stress‐associated state. While our data do not establish causality, the combined phosphoproteomic and transcriptomic patterns support the view that WS1 adopts an altered energy‐ and metabolism‐related regulatory state that is compatible with ABA‐independent like expression of water‐saving drought‐associated traits.

### 4.4 BSL3 Phosphorylation Suggests Modulation of Hormone‐Linked Signalling Outputs

We also detected phosphorylated peptides corresponding to BRI1 suppressor 1 (BSU1)‐like 3 (BSL3) (TraesCS5B03G0943200). In Arabidopsis, phosphorylation‐dependent activity of BSL family proteins can influence downstream signalling modules, including crosstalk between brassinosteroid‐ and ABA‐related pathways, for example via regulation of BIN2 activity (Wang et al. 2020b). Although the precise functional meaning of BSL3 phosphorylation in wheat remains to be resolved, it is plausible that BSL3‐associated phosphorylation could contribute to tuning downstream hormone‐linked outputs in WS1, potentially dampening the magnitude of ABA‐responsive transcription despite the presence of drought‐associated traits.

Notably, transcriptome data showed downregulation of steroid biosynthesis‐related genes upstream of brassinosteroid production in WS1, suggesting that BSL3 phosphorylation in this line may not simply reflect canonical BR activation. Instead, these results raise the possibility that phosphorylation‐based regulation contributes to shifting WS1 towards a survival‐oriented state through a mechanism that is at least partly uncoupled from classical hormone biosynthesis and signalling pathways.

### 4.5 Linking SnRK1‐Associated States to Proline Accumulation, Metabolic Reprogramming and Finally Water‐Saving

Although both proline and SnRK1 are implicated in drought responses, the mechanistic relationship between them remains unclear in crops. Our results suggest that proline accumulation in WS1 co‐occurs with phosphorylation patterns consistent with altered SnRK1‐associated regulation. In Arabidopsis, SnRK1 phosphorylates and activates the transcription factor bZIP63, promoting metabolic reprogramming under low‐energy conditions, including induction of ProDH (Mair et al. 2015). In WS1, however, phosphorylated bZIP family proteins were not detected, and *TaProDH1* expression was unchanged, whereas proline biosynthetic genes were upregulated and proline accumulated (Figure 2f–j). These observations suggest that the SnRK1‐associated configuration in WS1 may differ from classical starvation‐type responses and may reflect a distinct, drought‐associated phosphorylation landscape.

Phosphorylation site selection and combinatorial phosphorylation can substantially alter downstream regulatory outputs (Hartmann et al. 2015). Accordingly, the phosphorylation patterns detected in WS1 may reflect a drought‐associated regulatory state that supports metabolic reprogramming towards osmoprotectant accumulation, while avoiding induction of catabolic proline turnover. Although direct phosphorylation‐based activation of P5CS or P5CR by SnRK1 has not been demonstrated, SnRK1 is widely recognised as a central regulator of stress‐associated metabolic adjustment (Polge and Thomas 2007; Wurzinger et al. 2018; Wang et al. 2020a), and proline metabolism is positioned as a regulatory hub across multiple stress contexts (Alvarez et al. 2022; Zhang and Becker 2015). Overexpression of P5CS to induce proline accumulation enhanced osmotic or salt stress tolerance in plants, implying a close relationship between proline accumulation and water‐saving (Kishor et al. 1995; Hmida‐Sayari et al. 2005). Together, these findings support a functional link between SnRK1‐associated regulation and proline‐centred metabolic adjustment in WS1, while emphasising the need for future genetic dissection to establish causal relationships.

### 4.6 Functional Implications of EMS‐Induced Mutations: Candidate Nodes for Future Genetic Dissection

Exome sequencing of WS1 identified 80 genes carrying EMS‐induced nonsense mutations (Krasileva et al. 2017) (Supporting Information Figure S7 and Table S6). Among these, TraesCS1A03G0845300 corresponds to an orthologue of Arabidopsis hexokinase 2 (HXK2), which phosphorylates glucose to glucose‐6‐phosphate (G6P) and influences the hexose phosphate pool. Because hexose phosphates such as G6P and trehalose‐6‐phosphate (T6P) converted by TPS from hexose phosphate pools can inhibit SnRK1 activity (Zhang et al. 2009; Nunes et al. 2013), reduced HXK2 function could, in principle, decrease inhibitory hexose phosphate pools and thereby bias the system towards a SnRK1‐associated state. This provides a potential mechanistic link between altered sugar signalling and the observed phosphorylation state. Consistent with this framework, TPS, HXK and SnRK1 have been highlighted as core regulators of growth–stress balance (Li and Zhao 2024). Although this scenario remains hypothetical at present, it provides a tractable route for future genetic analysis of WS1.

Another nonsense mutation was found in TraesCS6A03G0521700, homologous to Arabidopsis MYB3R‐4, a regulator of cell division (Yang et al. 2021). This could contribute to the developmental phenotypes observed in WS1, including delayed growth and altered spike traits. In line with this possibility, GO enrichment analysis of the WS1 phosphoproteome highlighted cell division‐related categories such as mitotic sister chromatid cohesion, chromosome organisation and cell cycle processes (Figure 5c). Therefore, the reduced fertility in WS1 may reflect, at least in part, altered regulation of cell‐cycle‐associated processes, consistent with a survival‐oriented resource allocation strategy.

### 4.7 Integrative Model: Phosphorylation‐ and Metabolism‐Associated Framework for a Water‐Saving Drought Survival Phenotype

The transcriptomic and phosphoproteomic changes observed in WS1 are likely coordinated components of a common regulatory state, rather than independent processes. Together, integration of transcriptomic, phosphoproteomic and mutational datasets indicates that WS1 expresses a water‐saving drought survival phenotype accompanied by coordinated metabolic and phosphorylation reprogramming (Figure 6). Our data suggest that SnRK1‐related energy signalling and ABA_toggle‐independent stress‐associated transcription contribute to the WS1 phenotype, including components such as OXS3 and TPS (Griffith et al. 2026; Xiao et al. 2021; Wurzinger et al. 2018). Recent work further supports the potential of manipulating sugar–energy signalling pathways to improve stress performance and yield‐related traits in crops (Wurzinger et al. 2018; Li and Zhao 2024; Griffiths et al. 2026). However, no genes related to osmoprotectant proline accumulation were identified in the phosphoproteome or in EMS‐induced mutations from a series of our study. Therefore, osmoprotectant proline accumulation may be regulated independently of SnRK1‐associated pathway in WS1. Because WS1 carries multiple EMS‐induced mutations, causal genetic determinants remain to be established. Nevertheless, this study proposes the feasible genes such as AKINBETA1 (TraesCS4D03G0448500 and TraesCS4B03G0502600), HXK2 (TraesCS1A03G0845300), TPS (TraesCS5A03G0527400) and OXS3 (TraesCS1A03G0558500 and TraesCS1D03G0589400) to regulate the WS1 phenotype.

## 5 Conclusions

Importantly, WS1 also exhibits reduced fertility and yield, underscoring a key trade‐off between survival‐oriented water‐saving strategies and reproductive investment. WS1 appears to adopt a constitutive stress‐responsive state that favours survival under drought at the expense of reproductive investment. Accordingly, WS1 represents a drought‐survival strategy in which resource allocation is biased toward stress tolerance rather than constitutive growth defects. Meanwhile, because WS1 originates from EMS mutagenesis, multiple mutations are likely present, and the causal genetic determinants remain to be identified. Therefore, future genetic dissection using segregating populations and genotyping will be necessary to disentangle causal mutations and to determine whether specific phosphorylation site combinations can be leveraged to optimise water‐saving and drought survival while minimising yield penalties. Nonetheless, the WS1 system provides a valuable framework for linking drought‐associated water saving, metabolic adjustment and phosphorylation states in wheat.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Supporting File 1

Supporting File 2

## Data Availability

LC‐MS/MS raw data of phosphoproteomic analysis have been deposited in Japan Proteome Standard Repository/Database (jPOSTP) (Okuda et al. 2025). Phosphoproteomics; link (https://repository.jpostdb.org/preview/1095877145698b148dda985), Access key (1758). Raw and processed RNA‐seq data were deposited in the National Centre for Biotechnological Information Gene Expression Omnibus (NCBI GEO) under accession number GSE316071. In‐house codes used in this study are available through the GitHub repository (https://github.com/junesk9).

## References

[pce70546-bib-0001] Alvarez, M. E. , A. Savouré , and L. Szabados . 2022. “Proline Metabolism as Regulatory Hub.” Trends in Plant Science 27: 39–55.34366236 10.1016/j.tplants.2021.07.009

[pce70546-bib-0002] Asseng, S. , F. Ewert , P. Martre , et al. 2015. “Rising Temperatures Reduce Global Wheat Production.” Nature Climate Change 5: 143–147.

[pce70546-bib-0003] Baena‐González, E. , and J. Sheen . 2008. “Convergent Energy and Stress Signaling.” Trends in Plant Science 13: 474–482.18701338 10.1016/j.tplants.2008.06.006PMC3075853

[pce70546-bib-0004] Belda‐Palazón, B. , M. Costa , T. Beeckman , F. Rolland , and E. Baena‐González . 2022. “ABA Represses TOR and Root Meristem Activity Through Nuclear Exit of the SnRK1 Kinase.” Proceedings of the National Academy of Sciences 119: e2204862119.10.1073/pnas.2204862119PMC928237635787039

[pce70546-bib-0005] Bolger, A. M. , M. Lohse , and B. Usadel . 2014. “Trimmomatic: A Flexible Trimmer for Illumina Sequence Data.” Bioinformatics 30: 2114–2120.24695404 10.1093/bioinformatics/btu170PMC4103590

[pce70546-bib-0006] Carianopol, C. S. , A. L. Chan , S. Dong , N. J. Provart , S. Lumba , and S. Gazzarrini . 2020. “An Abscisic Acid‐Responsive Protein Interaction Network for Sucrose Non‐Fermenting Related Kinase1 in Abiotic Stress Response.” Communications Biology 3: 145.32218501 10.1038/s42003-020-0866-8PMC7099082

[pce70546-bib-0007] Chen, H. H. , L. Qu , Z. H. Xu , J. K. Zhu , and H. W. Xue . 2018. “EL1‐like Casein Kinases Suppress ABA Signaling and Responses by Phosphorylating and Destabilizing the ABA Receptors PYR/PYLs in Arabidopsis.” Molecular Plant 11: 706–719.29505832 10.1016/j.molp.2018.02.012

[pce70546-bib-0008] Cunningham, F. , J. E. Allen , J. Allen , et al. 2022. “Ensembl 2022.” Nucleic Acids Research 50: D988–D995.34791404 10.1093/nar/gkab1049PMC8728283

[pce70546-bib-0009] Cutler, S. R. , P. L. Rodriguez , R. R. Finkelstein , and S. R. Abrams . 2010. “Abscisic Acid: Emergence of a Core Signaling Network.” Annual Review of Plant Biology 61: 651–679.10.1146/annurev-arplant-042809-11212220192755

[pce70546-bib-0010] Farquhar, G. D. , J. R. Ehleringer , and K. T. Hubick . 1989. “Carbon Isotope Discrimination and Photosynthesis.” Annual Review of Plant Physiology and Plant Molecular Biology 40: 503–537.

[pce70546-bib-0011] Flavell, R. B. 2023. “A Framework for Improving Wheat Spike Development and Yield Based on the Master Regulatory TOR and SnRK Gene Systems.” Journal of Experimental Botany 74: 755–768.36477879 10.1093/jxb/erac469PMC9899413

[pce70546-bib-0012] Griffiths, C. A. , X. Xue , J. A. Miret , et al. 2026. “Membrane‐Permeable Trehalose 6‐phosphate Precursor Spray Increases Wheat Yields in Field Trials.” Nature Biotechnology 44: 316–325.10.1038/s41587-025-02611-1PMC1290913140301657

[pce70546-bib-0013] Gupta, A. , A. Rico‐Medina , and A. I. Caño‐Delgado . 2020. “The Physiology of Plant Responses to Drought.” Science 368: 266–269.32299946 10.1126/science.aaz7614

[pce70546-bib-0014] Hartmann, J. , D. Linke , C. Bönniger , A. Tholey , and M. Sauter . 2015. “Conserved Phosphorylation Sites in the Activation Loop of the Arabidopsis Phytosulfokine Receptor PSKR1 Differentially Affect Kinase and Receptor Activity.” Biochemical Journal 472: 379–391.26472115 10.1042/BJ20150147PMC4661564

[pce70546-bib-0015] Hayami, N. , and Y. Y. Yamamoto . 2021. “Primary Metabolism and Transcriptional Regulation in Higher Plants.” Reviews in Agricultural Science 9: 117–127.

[pce70546-bib-0016] Heino, M. , P. Kinnunen , W. Anderson , et al. 2023. “Increased Probability of Hot and Dry Weather Extremes During the Growing Season Threatens Global Crop Yields.” Scientific Reports 13: 3583.36869041 10.1038/s41598-023-29378-2PMC9984494

[pce70546-bib-0017] Hmida‐Sayari, A. , R. Gargouri‐Bouzid , A. Bidani , L. Jaoua , A. Savouré , and S. Jaoua . 2005. “Overexpression of Δ^1^‐pyrroline‐5‐carboxylate Synthetase Increases Proline Production and Confers Salt Tolerance in Transgenic Potato Plants.” Plant Science 169: 746–752.

[pce70546-bib-0018] Itam, M. , R. Mega , S. Tadano , et al. 2020. “Metabolic and Physiological Responses to Progressive Drought Stress in Bread Wheat.” Scientific Reports 10: 17189.33057205 10.1038/s41598-020-74303-6PMC7560863

[pce70546-bib-0019] Jossier, M. , J. P. Bouly , P. Meimoun , et al. 2009. “SnRK1 (SNF1‐related Kinase 1) has a Central Role in Sugar and ABA Signalling in *Arabidopsis thaliana* .” Plant Journal 59: 316–328.10.1111/j.1365-313X.2009.03871.x19302419

[pce70546-bib-0020] Kim, J. S. , M. Sato , M. Kojima , et al. 2025. “Multiomics‐Based Assessment of the Impact of Airflow on Diverse Plant Callus Cultures.” Scientific Data 12: 197.39900939 10.1038/s41597-025-04518-7PMC11790825

[pce70546-bib-0021] Kishor, P. , Z. Hong , G. H. Miao , C. Hu , and D. Verma . 1995. “Overexpression of [delta]‐Pyrroline‐5‐Carboxylate Synthetase Increases Proline Production and Confers Osmotolerance in Transgenic Plants.” Plant Physiology 108: 1387–1394.12228549 10.1104/pp.108.4.1387PMC157516

[pce70546-bib-0022] Krasileva, K. V. , H. A. Vasquez‐Gross , T. Howell , et al. 2017. “Uncovering Hidden Variation in Polyploid Wheat.” Proceedings of the National Academy of Sciences, USA 115: E913–E921.10.1073/pnas.1619268114PMC530743128096351

[pce70546-bib-0023] Lea, P. J. , L. Sodek , M. A. J. Parry , P. R. Shewry , and N. G. Halford . 2007. “Asparagine in Plants.” Annals of Applied Biology 150: 1–26.

[pce70546-bib-0024] Lesk, C. , P. Rowhani , and N. Ramankutty . 2016. “Influence of Extreme Weather Disasters on Global Crop Production.” Nature 529: 84–87.26738594 10.1038/nature16467

[pce70546-bib-0025] Li, G. , and Y. Zhao . 2024. “The Critical Roles of Three Sugar‐Related Proteins (HXK, SnRK1, TOR) in Regulating Plant Growth and Stress Responses.” Horticulture Research 11: uhae099.38863993 10.1093/hr/uhae099PMC11165164

[pce70546-bib-0026] Li, X. , X. Kong , Q. Huang , et al. 2019. “CARK1 Phosphorylates Subfamily III Members of ABA Receptors.” Journal of Experimental Botany 70: 519–528.30380101 10.1093/jxb/ery374PMC6322571

[pce70546-bib-0027] Lobell, D. B. , W. Schlenker , and J. Costa‐Roberts . 2011. “Climate Trends and Global Crop Production Since 1980.” Science 333: 616–620.21551030 10.1126/science.1204531

[pce70546-bib-0028] Love, M. I. , W. Huber , and S. Anders . 2014. “Moderated Estimation of Fold Change and Dispersion for RNA‐Seq Data With Deseq. 2.” Genome Biology 15: 550.25516281 10.1186/s13059-014-0550-8PMC4302049

[pce70546-bib-0029] Mair, A. , L. Pedrotti , B. Wurzinger , et al. 2015. “SnRK1‐triggered Switch of bZIP63 Dimerization Mediates the Low‐Energy Response in Plants.” eLife 4: e05828.26263501 10.7554/eLife.05828PMC4558565

[pce70546-bib-0030] Mega, R. , F. Abe , J. S. Kim , et al. 2019. “Tuning Water‐Use Efficiency and Drought Tolerance in Wheat Using Abscisic Acid Receptors.” Nature Plants 5: 153–159.30737511 10.1038/s41477-019-0361-8

[pce70546-bib-0031] Nunes, C. , L. F. Primavesi , M. K. Patel , et al. 2013. “Inhibition of SnRK1 by Metabolites: Tissue‐Dependent Effects and Cooperative Inhibition by Glucose 1‐phosphate in Combination With Trehalose 6‐Phosphate.” Plant Physiology and Biochemistry: PPB 63: 89–98.23257075 10.1016/j.plaphy.2012.11.011

[pce70546-bib-0032] O'Shea, J. P. , M. F. Chou , S. A. Quader , J. K. Ryan , G. M. Church , and D. Schwartz . 2013. “pLogo: A Probabilistic Approach to Visualizing Sequence Motifs.” Nature Methods 10: 1211–1212.24097270 10.1038/nmeth.2646

[pce70546-bib-0033] Okuda, S. , A. C. Yoshizawa , D. Kobayashi , et al. 2025. “jPOST Environment Accelerates the Reuse and Reanalysis of Public Proteome Mass Spectrometry Data.” Nucleic Acids Research 53: D462–D467.39526391 10.1093/nar/gkae1032PMC11701591

[pce70546-bib-0034] Park, S. Y. , P. Fung , N. Nishimura , et al. 2009. “Abscisic Acid Inhibits Type 2C Protein Phosphatases via the PYR/PYL Family of START Proteins.” Science 324: 1068–1071.19407142 10.1126/science.1173041PMC2827199

[pce70546-bib-0035] Polge, C. , and M. Thomas . 2007. “SNF1/AMPK/SnRK1 Kinases, Global Regulators at the Heart of Energy Control?” Trends in Plant Science 12: 20–28.17166759 10.1016/j.tplants.2006.11.005

[pce70546-bib-0036] R Core Team ., R: A Language and Environment for Statistical Computing. https://www.R-project.org/ (2023). https://www.R-project.org/.

[pce70546-bib-0057] Rakszegi, M. , B. N. Kisgyorgy , and K. Tearall , et al. 2010. “Diversity of agronomic and morphological traits in a mutant population of bread wheat studied in the Healthgrain program” Euphytica 174: 409–421.

[pce70546-bib-0037] Rosenzweig, C. , J. Elliott , D. Deryng , et al. 2014. “Assessing Agricultural Risks of Climate Change in the 21st Century in a Global Gridded Crop Model Intercomparison.” Proceedings of the National Academy of Sciences 111: 3268–3273.10.1073/pnas.1222463110PMC394825124344314

[pce70546-bib-0038] Soneson, C. , M. I. Love , and M. D. Robinson . 2015. “Differential Analyses for RNA‐Seq: Transcript‐Level Estimates Improve Gene‐Level Inferences.” F1000Research 4: 1521.26925227 10.12688/f1000research.7563.1PMC4712774

[pce70546-bib-0039] Srivastava, A. , L. Malik , H. Sarkar , et al. 2020. “Alignment and Mapping Methodology Influence Transcript Abundance Estimation.” Genome Biology 21: 239.32894187 10.1186/s13059-020-02151-8PMC7487471

[pce70546-bib-0040] Sugiyama, N. , T. Masuda , K. Shinoda , A. Nakamura , M. Tomita , and Y. Ishihama . 2007. “Phosphopeptide Enrichment by Aliphatic Hydroxy Acid‐Modified Metal Oxide Chromatography for Nano‐LC‐MS/MS in Proteomics Applications.” Molecular and cellular proteomics: MCP 6: 1103–1109.17322306 10.1074/mcp.T600060-MCP200

[pce70546-bib-0041] Tsai, A. Y. L. , and S. Gazzarrini . 2014. “Trehalose‐6‐phosphate and SnRK1 Kinases in Plant Development and Signaling: The Emerging Picture.” Frontiers in Plant Science 5: 1–11.10.3389/fpls.2014.00119PMC397836324744765

[pce70546-bib-0042] Wang, P. , Y. Zhao , Z. Li , et al. 2018. “Reciprocal Regulation of the TOR Kinase and ABA Receptor Balances Plant Growth and Stress Response.” Molecular Cell 69: 100–112.e6.29290610 10.1016/j.molcel.2017.12.002PMC5772982

[pce70546-bib-0043] Wang, Q. , F. Yu , and Q. Xie . 2020b. “Balancing Growth and Adaptation to Stress: Crosstalk Between Brassinosteroid and Abscisic Acid Signaling.” Plant, Cell and Environment 43: 2325–2335.10.1111/pce.1384632671865

[pce70546-bib-0044] Wang, Y. , L. Wang , B. J. Micallef , et al. 2020a. “AKINβ1, a Subunit of SnRK1, Regulates Organic Acid Metabolism and Acts as a Global Modulator of Genes Involved in Carbon, Lipid, and Nitrogen Metabolism.” Journal of Experimental Botany 71: 1010–1028.31624846 10.1093/jxb/erz460

[pce70546-bib-0045] Wurzinger, B. , E. Nukarinen , T. Nägele , W. Weckwerth , and M. Teige . 2018. “The SnRK1 Kinase as Central Mediator of Energy Signaling Between Different Organelles.” Plant Physiology 176: 1085–1094.29311271 10.1104/pp.17.01404PMC5813556

[pce70546-bib-0046] Xiao, S. , L. Jiang , C. Wang , and D. W. Ow . 2021. “Arabidopsis OXS3 Family Proteins Repress ABA Signaling Through Interactions With AFP1 in the Regulation of ABI4 Expression.” Journal of Experimental Botany 72: 5721–5734.34037750 10.1093/jxb/erab237

[pce70546-bib-0047] Yamashita, K. , S. Katagiri , H. Takase , et al. 2025. “MAP4K1 and MAP4K2 Regulate ABA‐Induced and Ca^2+^‐Mediated Stomatal Closure in *Arabidopsis* .” Science Advances 11: eadt4916.41417897 10.1126/sciadv.adt4916PMC12716388

[pce70546-bib-0048] Yang, W. , S. Cortijo , N. Korsbo , et al. 2021. “Molecular Mechanism of Cytokinin‐Activated Cell Division in Arabidopsis.” Science 371: 1350–1355.33632892 10.1126/science.abe2305PMC8166333

[pce70546-bib-0049] Yoshida, T. , A. Christmann , K. Yamaguchi‐Shinozaki , E. Grill , and A. R. Fernie . 2019. “Revisiting the Basal Role of ABA – Roles Outside of Stress.” Trends in Plant Science 24: 625–635.31153771 10.1016/j.tplants.2019.04.008

[pce70546-bib-0050] Zhang, L. , and D. F. Becker . 2015. “Connecting Proline Metabolism and Signaling Pathways in Plant Senescence.” Frontiers in Plant Science 6: 552.26347750 10.3389/fpls.2015.00552PMC4544304

[pce70546-bib-0051] Zhang, L. , X. Li , D. Li , et al. 2018. “CARK1 Mediates ABA Signaling by Phosphorylation of ABA Receptors.” Cell Discovery 4: 30.29928509 10.1038/s41421-018-0029-yPMC6006248

[pce70546-bib-0052] Zhang, M. , D. Lv , P. Ge , et al. 2014. “Phosphoproteome Analysis Reveals New Drought Response and Defense Mechanisms of Seedling Leaves in Bread Wheat (*Triticum aestivum* L.).” Journal of Proteomics 109: 290–308.25065648 10.1016/j.jprot.2014.07.010

[pce70546-bib-0053] Zhang, Y. , L. F. Primavesi , D. Jhurreea , et al. 2009. “Inhibition of SNF1‐Related Protein Kinase1 Activity and Regulation of Metabolic Pathways by Trehalose‐6‐Phosphate.” Plant Physiology 149: 1860–1871.19193861 10.1104/pp.108.133934PMC2663748

[pce70546-bib-0054] Zhao, Y. , Z. Wu , J. Zhang , and G. Li . 2026. “Crosstalk and Coordination of TOR, SnRK1, and ABA in Plant Metabolic and Environmental Adaptation.” Plant Science 364: 112965.41461324 10.1016/j.plantsci.2025.112965

[pce70546-bib-0055] Zhu, T. , L. Wang , H. Rimbert , et al. 2021. “Optical Maps Refine the Bread Wheat Triticum aestivum cv. Chinese Spring Genome Assembly.” Plant Journal 107: 303–314.10.1111/tpj.15289PMC836019933893684

# Supplementary material for: A Water‐Saving Drought Survival Phenotype in a Wheat TILLING Mutant Involves Survival‐Biased Metabolic and Phosphorylation Reprogramming
**Source:** Plant Cell Environ. 2026 Apr 19;49(8):5435–49. doi: 10.1111/pce.70546
**Supplement:** Supplementary file 1 — Supporting File 1

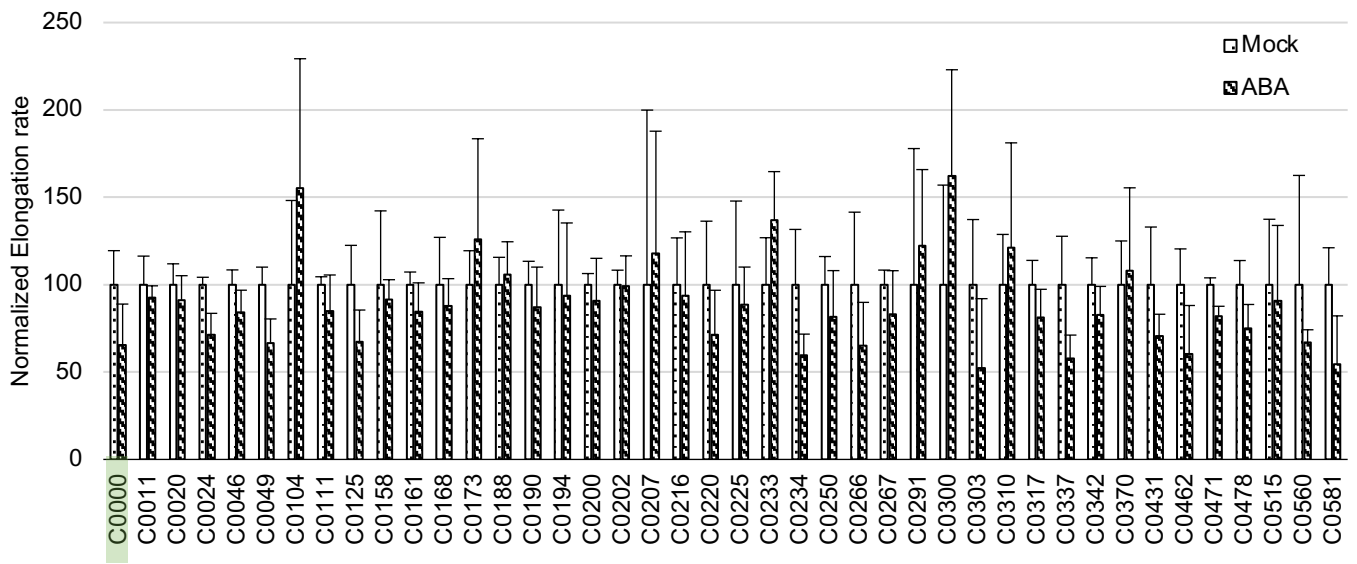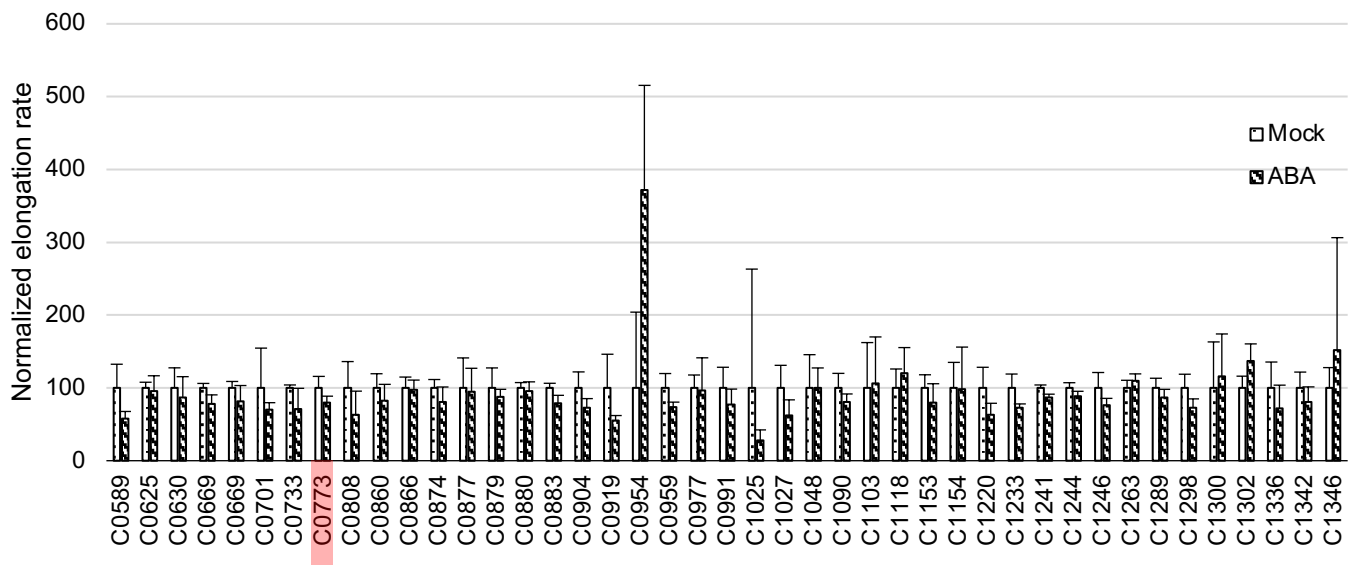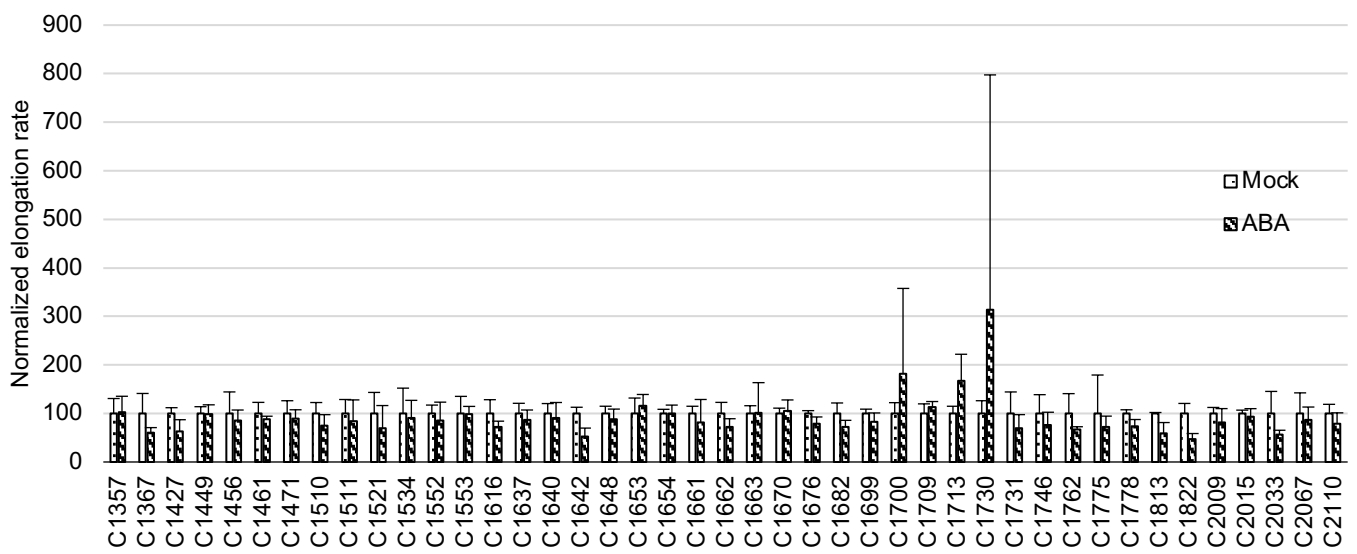

Supplementary Figure 1

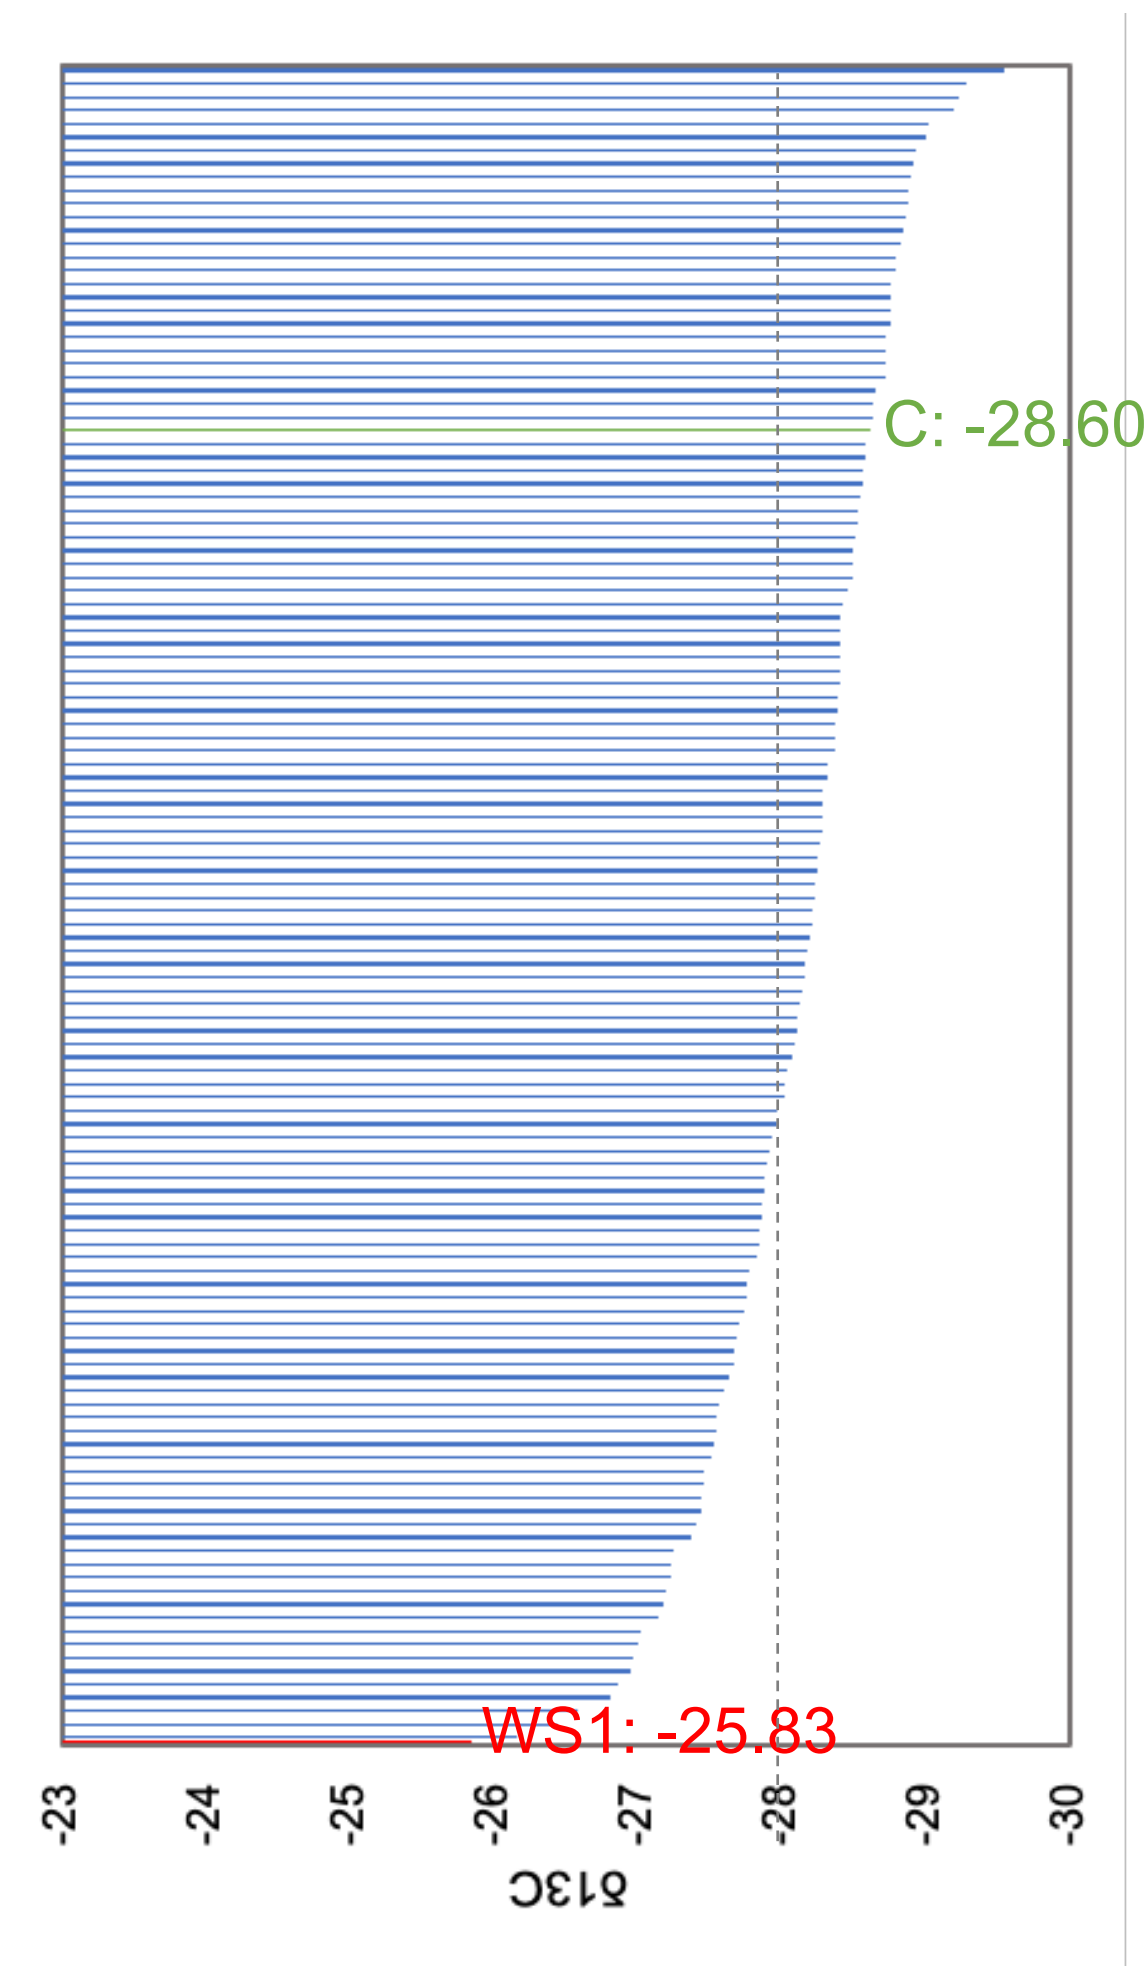

Supplementary Figure 2

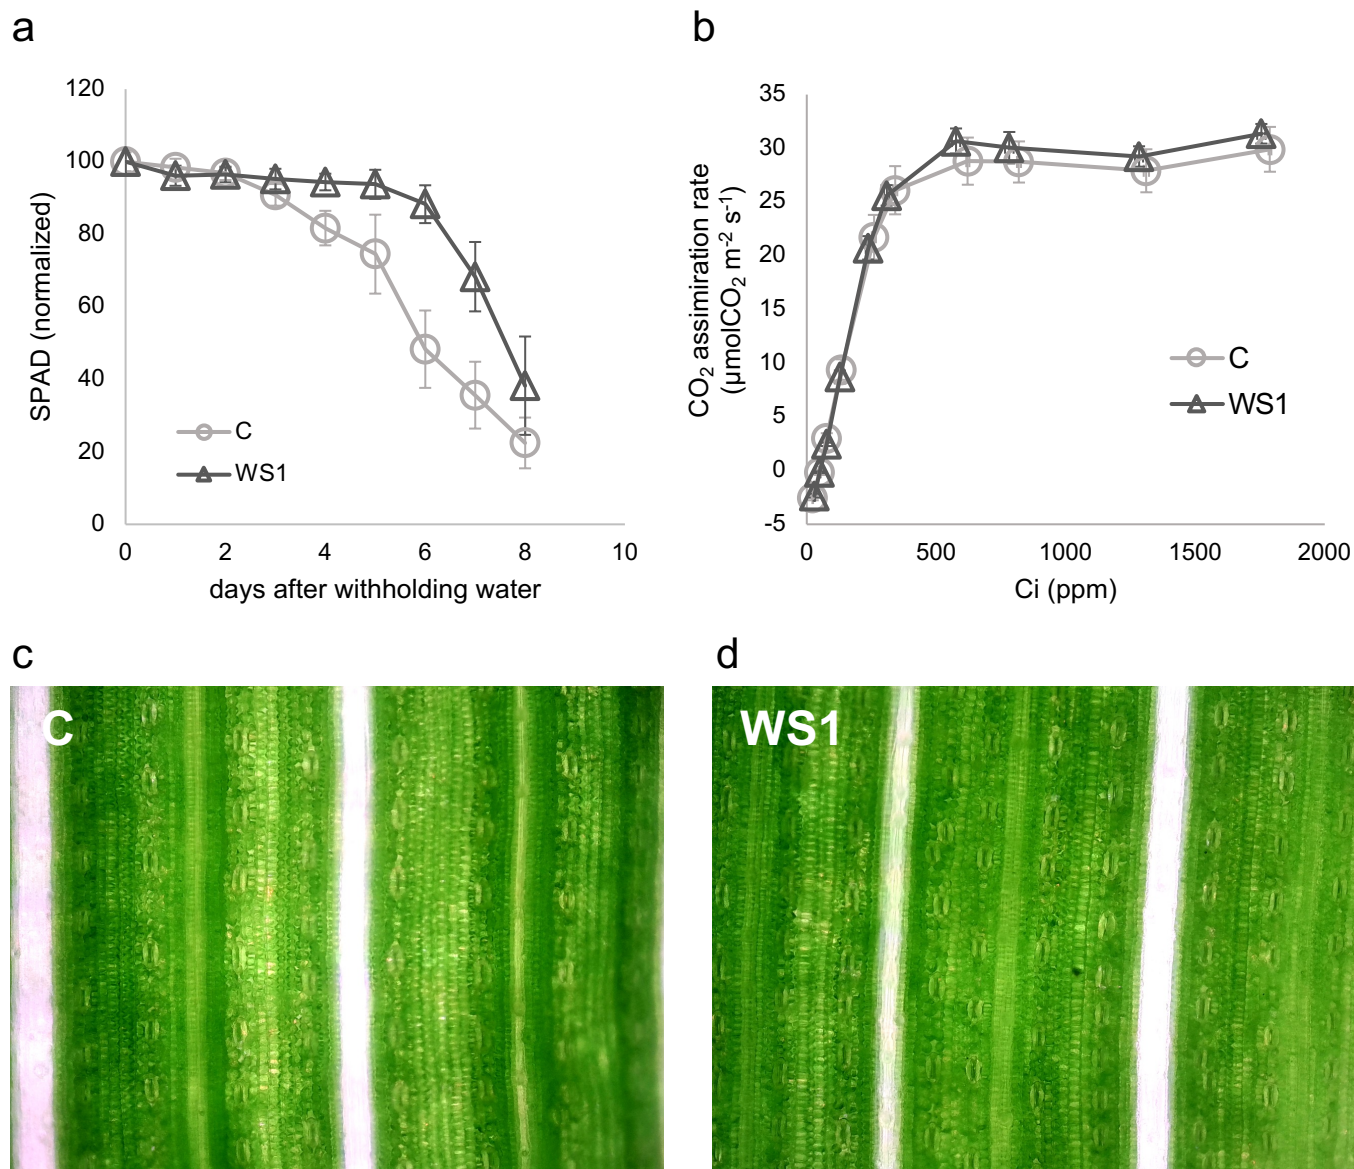

Supplementary Figure 3

a

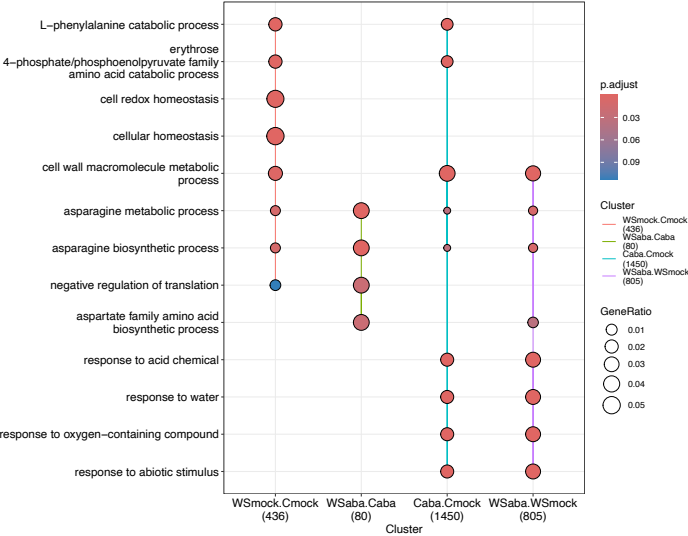

b

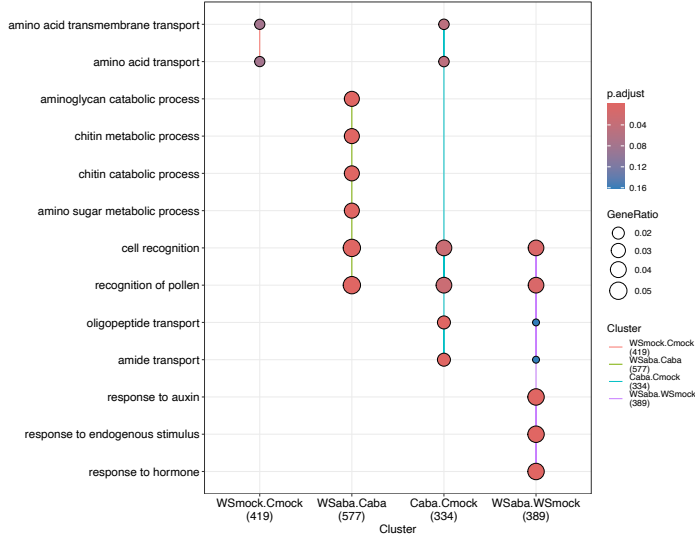

Supplementary Figure 4

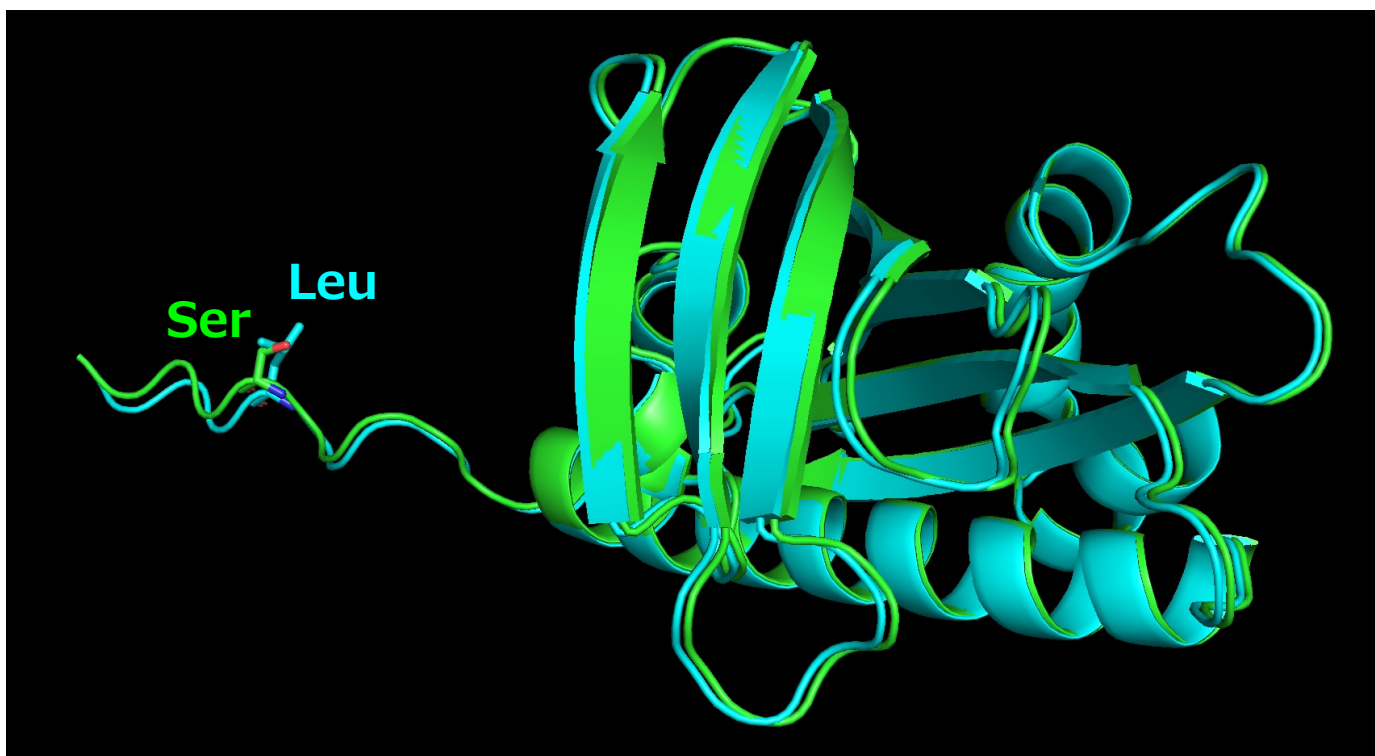

Supplementary Figure 5

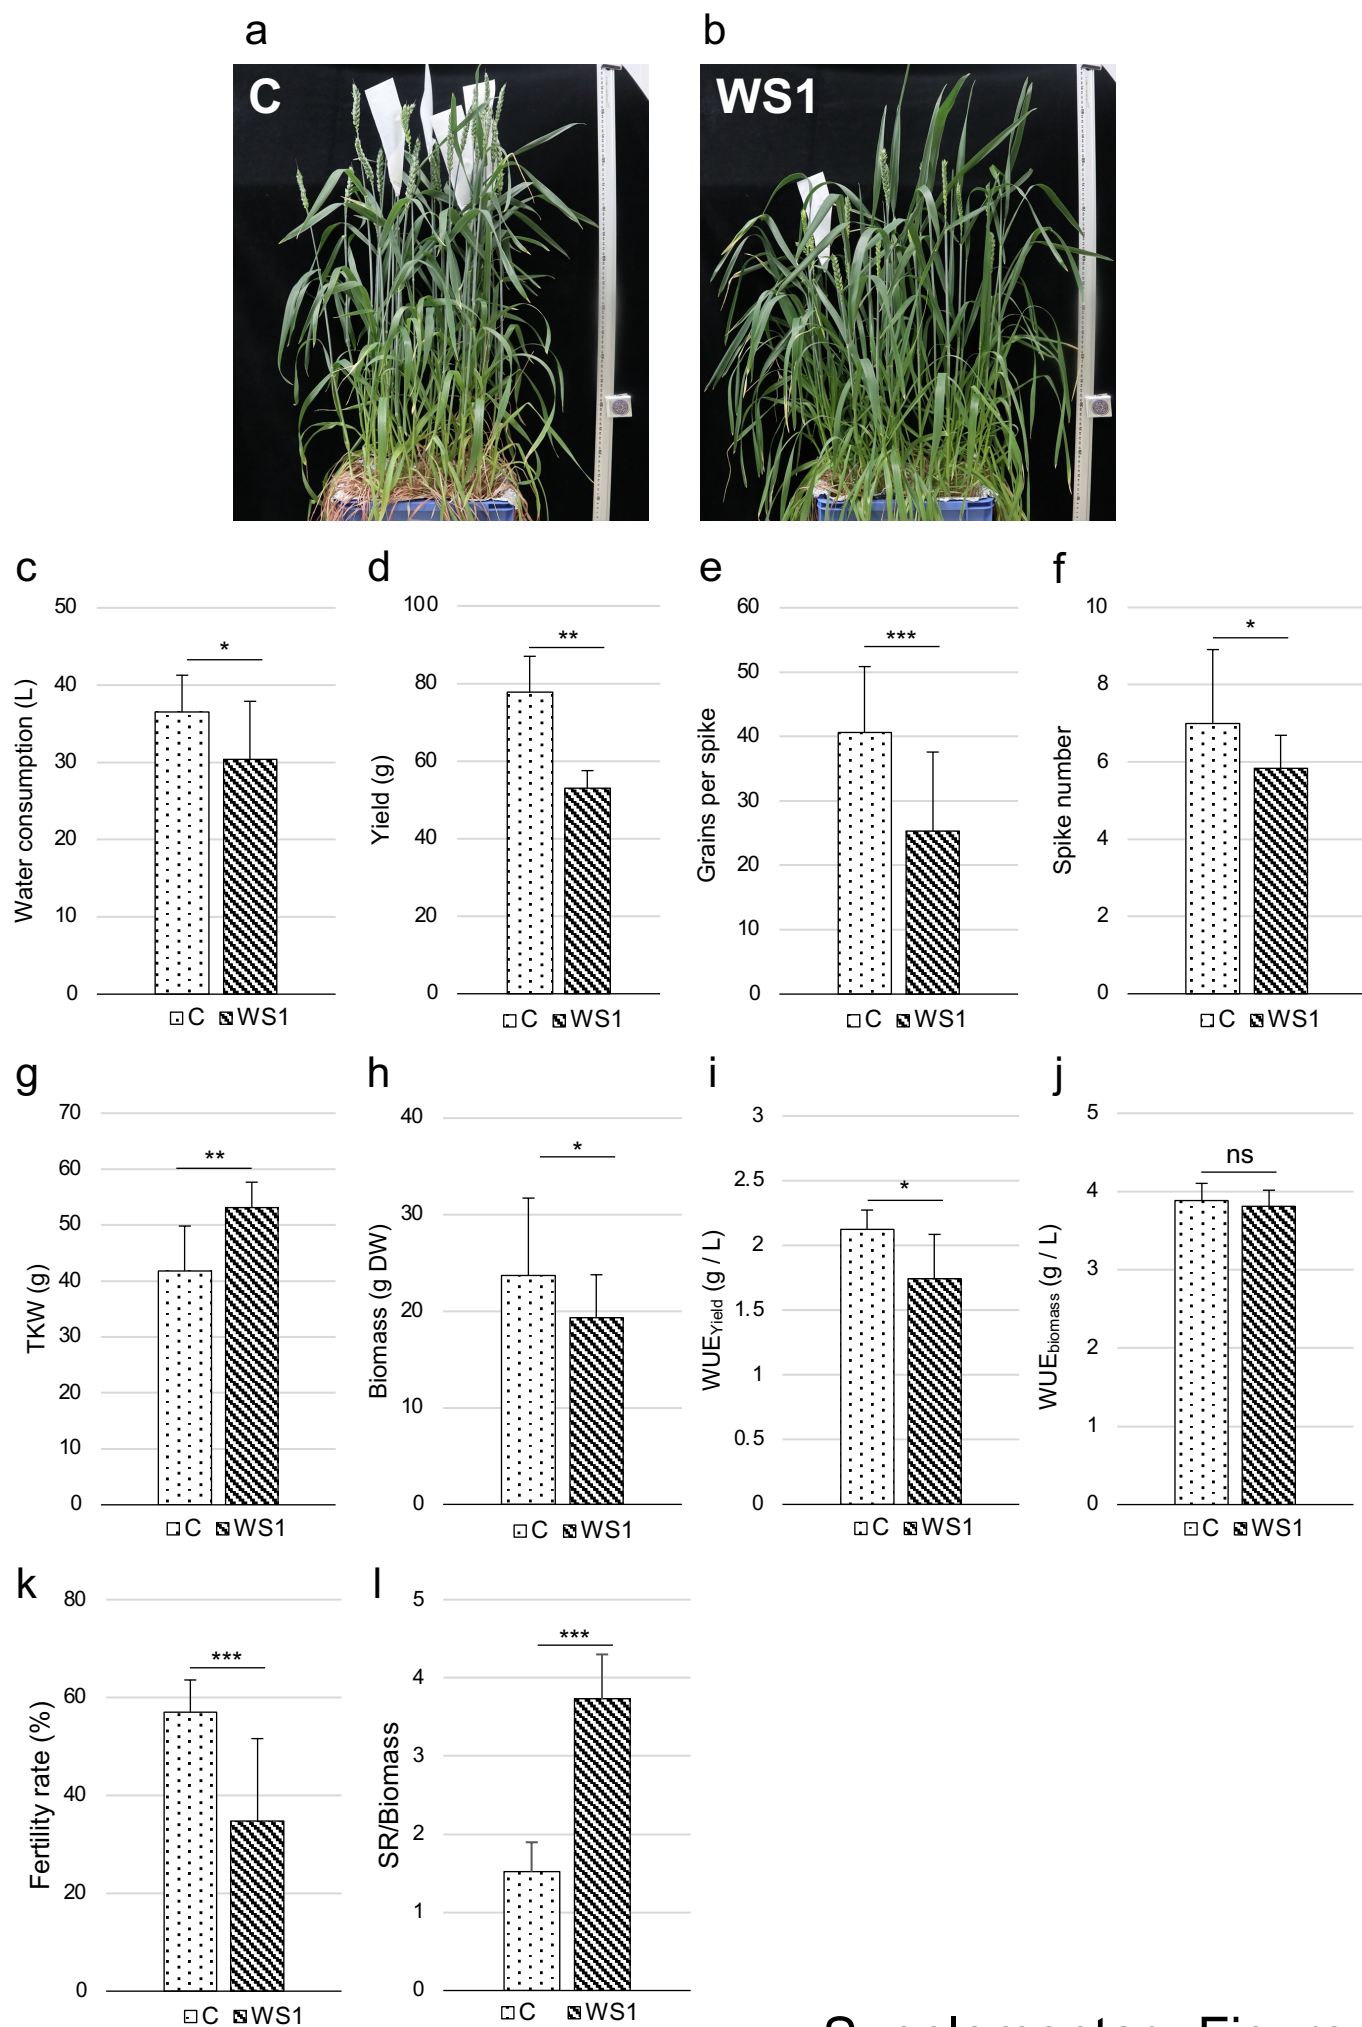

Supplementary Figure 6

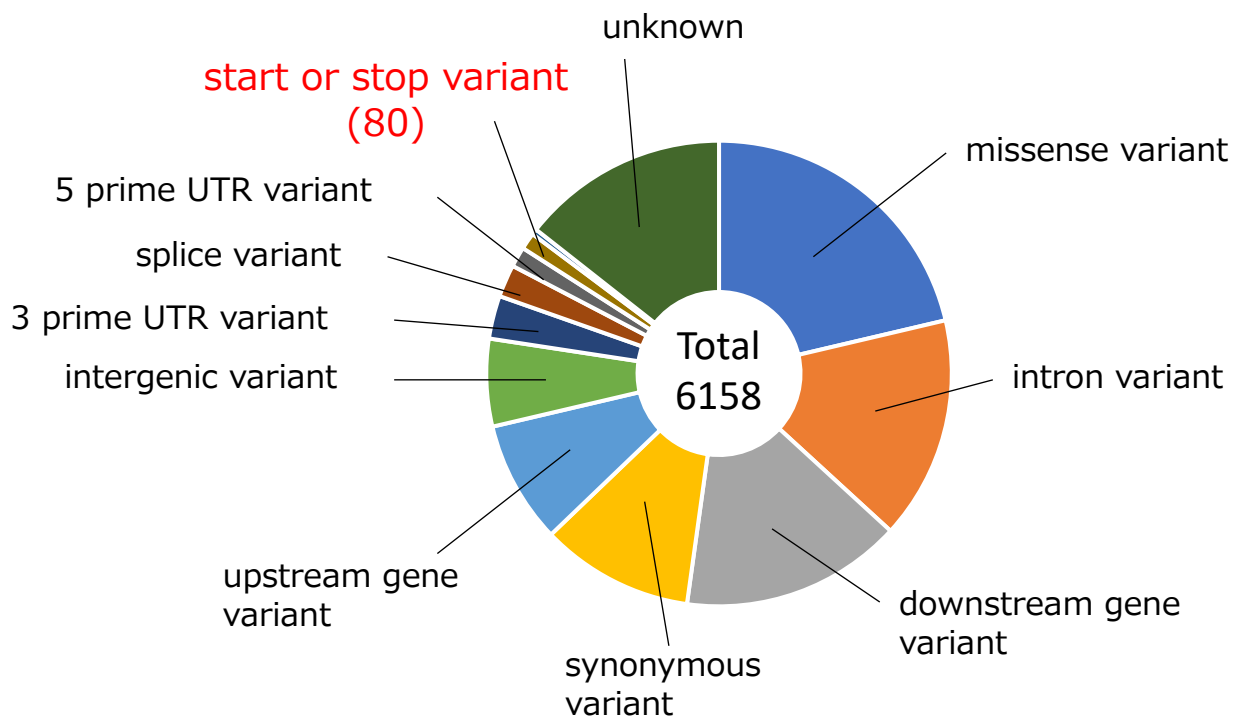

Supplementary Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

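The transcriptome of seedlings of C and WS1 was measured by RNA-seq 24 h after a spray with mock solution or 50 µM ABA, in 16 libraries of 4 groups. Samples were assigned to line, treatment and replicate from their labels, the paper's methods and the legend of Fig. 3. The authors made strand-specific libraries from poly(A) RNA, sequenced them in paired-end mode, trimmed the reads with Trimmomatic 0.39 and quantified them by selective alignment with Salmon 1.10.0 against the transcripts of the wheat RefSeq assembly, according to the methods and the submitters' processing notes. The deposited tables give, per transcript, the authors' estimated counts and TPM values with an effective length. The estimated counts are not normalised, and the authors' TPM values are relative to each library's total after division by transcript length. Libraries held 20583554 to 29155069 counts (median 23430276), and 76837 of 106382 genes had a count in at least 1 library. No pair of libraries of a group differed by so little as to be a library deposited more than once, with a lowest chi-square per gene of 5.03.

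Estimated counts were summed per gene and rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was run with TMM factors, its filterByExpr filter by group and its quasi-likelihood test on all 16 libraries, with 12 residual degrees of freedom. The 5 contrasts were WS1 against C under mock and after ABA, ABA against mock in C and in WS1, and the difference between the lines in the change after ABA. DESeq2, which the paper used with tximport, was taken as an alternative (version 1.42.0). It was run on the same rounded counts, without tximport's length offsets. Set tests (camera with a preset correlation of 0.01 or an estimated one, and fry) came from limma 3.58.1, adjusted over 15 tests of 3 lists in 5 contrasts. Correlations and principal components used log2 CPM with a prior count of 2. Medians of gene lists were compared with 10000 random lists matched on mean expression. For stretches of lost genes, windows of 10 neighbouring genes with at least 1 CPM in C were searched for 8 or more genes at 5% or less of the C level in WS1, with the order taken from the identifiers. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

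The steps were tested on simulated counts with the means and sizes of these libraries. Changed genes were drawn from those with a mean of at least 1 CPM, so recovery at lower levels was not tested. Of 100 genes changed 3-fold and 100 changed 8-fold, edgeR recovered 89 and 98 for WS1 against C under mock, 90 and 99 after ABA, 87 and 99 for ABA in C, 89 and 98 for ABA in WS1, and 75 and 95 for the difference between the lines. It called 5, 9, 5, 7 and 11 unchanged genes. DESeq2 recovered 93 and 98 for WS1 against C under mock and called 21 unchanged genes.

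Genes were named by a rule set before the data were examined: the genes the paper's text gives by identifier, the genes of Tables S2 to S6 past the threshold in WS1 against C under mock, and the 10 highest and 10 lowest fold changes of each contrast. The last are not printed singly, apart from a few that lie in or near stretches of lost genes, since no table used here pairs them with a name. From Table S6, a few genes were chosen after their values were seen. Tables S2 to S6 and their values in the paper were known beforehand. Table S6 holds 80 genes, of which 6 have no identifier of the files in it and 74 do. None of the identifiers in the files (0) matched the reference gene table used here, of 155467 genes, so 32 gene lists defined by annotation and the qRT-PCR targets were not analysed here, and neither were the KEGG and GO terms.

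Alternatives set before the data were examined were DESeq2, RLE size factors, no filter on low counts, transcript length offsets as tximport computes them, a fit on the groups compared only, the replicate number as a block, no fold threshold, and each library left out in turn. For similarity they were log2(TPM + 1), all genes with a count, the 5000 most variable genes, and another distance or scaling. The linkage, values and genes of the dendrogram were varied after the data were seen, and so was the split of C mock for the overlap of called genes, for which 20 data sets were also simulated without a difference between WS1 mock and C mock.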

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

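The tests of the lost stretch on chromosome 4A, of the spread between WS1 libraries and of the other C libraries beside C mock replicate 1 were chosen after the result was seen, and the other tests before. Libraries that stood apart in their group were searched for in 116 groups of 4 libraries, of which chance gives about 1 in 20, or 5.8, and 6 were found.

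WS1 libraries lacked nearly all transcripts of a stretch of chromosome 4A, which the paper does not discuss. Between TraesCS4A03G0402800 and TraesCS4A03G0414900, 12 of 13 genes with at least 1 CPM in C were at 5% or less of the C level in WS1, with a median level of 13.6 CPM in C and 0.00519 in WS1. The exception, TraesCS4A03G0407700, had 2736 counts in C and 361 in WS1, and the other genes of the stretch had 2864 to 5202 counts in each C library and 2 to 9 in each WS1 library. Among the 10 lowest fold changes under mock were 3 genes of 4A outside the stretch, between TraesCS4A03G0357200 and TraesCS4A03G0359800. They had means of 7.05 to 24.6 CPM in C mock and 0 to 0.0204 in WS1 mock. Over all chromosomes, 102 of 41595 genes with at least 1 CPM in C were at 5% or less in WS1. In the other direction, 25 of 40992 genes were as low in C. A looser search (10% and 6 of 10 genes) added a stretch of chromosome 5D with 6 lost genes, where the C level was uneven between libraries: TraesCS5D03G1074400 had 1.57 ± 1.9 CPM in C mock and 40.2 ± 49.2 in C ABA (SD, n = 4 each). The 4A stretch stood at 104 CPM in C mock replicate 1, and in the other C mock libraries at up to 233 CPM, a ratio of 0.467 to them.

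Of 10000 shuffles of the lost genes within chromosomes 0 gave such a window, relative to the total count of each library, the highest WS1 library had 0.38% of the level of the lowest C library, and 20 flanking genes had a median log2 change of 0.122, which argues against genes of the stretch lost singly, mislabelled or failed libraries and a fall that reaches into the adjoining genes, while lost genes farther along 4A remain. WS1 material in C mock replicate 1 could account for the lower level there, and genes lost in WS1 outside the stretch stood in that library at a median ratio of 0.573 to the other C mock libraries, which met the bound set beforehand for such an admixture, but in a comparison added after this value was seen another C mock library had 0.532, so the test leaves it open. Genes that the other 7 C libraries lack stood in C mock replicate 1 at a median of 6.12% of the WS1 mock level, far under the share that the shortfall needs, yet above the 0 to 2.65% of each other C library tested in the same way, so a small admixture stays open. Without this library, 2480 genes were higher and 2029 lower in WS1 under mock. A segment of 4A that WS1 lacks, or carries in a form whose reads do not match the reference, is a hypothesis, and the counts do not separate these.

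Of the genes that ABA changed in C, 78.2% had a fold change of WS1 mock against C mock of the same sign. The counts of called genes were compared with other splits, in a fit on the groups compared. Of 35 splits of the 8 mock libraries the real one alone reached its count, 1 split with 4673 genes against 0 at most in the others. The same held for WS1 against C after ABA (1 split, 2386 against 1), for ABA in C (1 split, 7152 against 0) and for ABA in WS1 (1 split, 6075 against 1). This argues against a chance split of these libraries, at 1 in 35, the smallest share that the splits allow. The sources do not say whether libraries came from separate pots or extractions, so chance between these was not tested. The C mock libraries that both comparisons share could give a relation of fold changes by themselves, but the lowest covariance with C mock split was 1.52 against at most 0.096 in simulated data. For both values the genes had been chosen with all C mock libraries, so a part that this choice adds was not tested. Over all genes tested, without such a choice but with C mock shared, r was 0.497. A likeness of untreated WS1 to C after ABA remains a hypothesis, and a difference in growth between the lines was not tested.

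The change after ABA differed between the lines, with 1379 genes more positive and 2399 more negative in WS1. Other assignments of the labels do not settle whether chance can be excluded: of 36 assignments of the line labels, the real one and 35 drawn at random from the many possible within treatments, 2 called as many genes, a share over the 0.05 used that depends on the number drawn. The real one called 3778, another 5477 and the other 34 called 0, but the one with 5477 exchanged the labels of all mock libraries and of 1 ABA library per line, so that it largely compared the lines and says little of chance. The other 34 mixed both lines in every group, so that differences between the lines entered the spread. This lowers their calls whether or not the changes after ABA differ, so they say little of chance either. Genes raised by ABA in one part of the C libraries were measured in the other part, over 36 choices of the libraries. A higher level in WS1 mock made up at least 63.1% of the median shortfall of the rise in WS1. The lowest median shortfall of 0.417 argues against the spread between C libraries as its whole cause. All these genes were still chosen for a rise in C, so this cannot tell what choosing them in that line adds. Over genes raised in WS1, the median log2 change after ABA was 1.57 in C and 1.65 in WS1, without a shortfall. WS1 libraries spread less than C libraries, with a median SD of log2 CPM of at most 0.209 against at least 0.248. The fit on all libraries uses 1 spread per gene for all groups, so these SDs cannot explain its counts. Fits on the groups compared only called 6075 genes after ABA in WS1 and 7152 in C. For these, the SDs argue against a larger spread as the reason for fewer called genes in WS1. A response that is in part present in untreated WS1 remains a hypothesis.

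The difference between the lines in the change after ABA was 0.64 for HXK2, -2.09 for PMI1, -1.35 for HIS1-3, -2.33 for SNAP30, -2.5 for ISTL5, 0.78 for NRT1.1 and -3.1 for TraesCS1A03G0577100 on the log2 scale, each at an adjusted p under 0.05 from edgeR. Those of HXK2 and NRT1.1 lie under the fold threshold. Over the other settings (edgeR or DESeq2) their adjusted p reached 0.089 and 0.1. C mock replicate 1 had the highest total count of its group (27499073 against 20583554 to 21589394) and the highest share of counts in its 10 most abundant genes (7.489% against 6.307 to 6.427%). WS1 ABA replicate 1 had 63773 genes with a count against 62915 to 63040 in its group. The level of OXS3 (TraesCS1D03G0814800) was 55.6 CPM in WS1 mock replicate 4 against 61.2 to 61.4, and that of PMI1 was 36 CPM in C mock replicate 2 against 22 to 22.8.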

How the results depend on the processing

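The settings for the dendrogram and the split of C mock for the overlap of called genes were added after the data were seen, and the others before. Without a fold threshold the counts of called genes rose to 6019 higher and 5692 lower for WS1 against C under mock, 2300 and 3690 after ABA, 10450 and 8349 for ABA in C, 7836 and 6031 for ABA in WS1, and 2691 more positive changes in WS1, since genes under a fold of 2 then count. Under all other settings the counts stayed within 1.5 times of those reported, but not all genes kept their call. Of the 2156 lower genes of WS1 after ABA, 1389 (64.4%) kept it without WS1 ABA replicate 4, 1421 (65.9%) without C ABA replicate 1 and 1463 (67.9%) with the groups compared only, the lowest shares of any contrast, and with DESeq2 the lowest was 906 of 929 higher genes after ABA. With libraries left out, WS1 against C gave 2416 to 3421 higher and 1887 to 2686 lower genes under mock, and 756 to 1006 and 1492 to 2751 after ABA. Replicate numbers did not pair the libraries: same-numbered libraries deviated together with correlations of -0.15 to 0.22, 0 libraries correlated best with their own number, and with a replicate block the counts for WS1 against C under mock were 2787 and 2324. The difference of distances of WS1 mock was -0.02927 without C ABA replicate 3 (exact p = 0.0286) and -0.02927 to -0.01348 with libraries left out, and it turned to 0.000328 against WS1 ABA over all genes with a count; the cause was not tested. The correlation of fold changes was 0.572 on average with C mock split (0.534 and 0.574 at the lowest and highest covariance), as a shared control adds to it, and 0.497 over all genes tested. The looser search found 2 lost stretches. In 9 of 11 other dendrogram settings the WS1 mock libraries joined C mock at the first split, and with complete linkage over all genes with a count, on TPM or log2 CPM, they did not. Over the named genes, contrasts and settings, 2575 values kept their side of the threshold, 11 lost and 35 gained a call, and no called value changed sign. On simulated counts at these depths, 3-fold changes were missed more often than 8-fold ones.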

Differences from the paper's values

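The paper's Fig. 3c prints about 6500 higher genes, read by eye, which by its legend compares WS1 with C under mock treatment, where 2853 were found here at the same thresholds. Of the alternatives set before the data were examined, only the one with no fold threshold (6019) is within 1.5 times of it, but it gave 5692 lower genes, over 1.5 times the about 3100 of the panel, where the 2295 found with the threshold lie within 1.5 times. For the higher genes, DESeq2 (3257), RLE size factors, no filter on low counts, transcript length offsets, the groups compared only, the replicate block and every library left out do not come within 1.5 times. The paper's Fig. 3d prints about 4300 higher genes, by its legend for WS1 against C after ABA, where 929 were found here, and none of these alternatives comes within 1.5 times of it. The numbers of both panels lie near those of ABA against mock treatment within a line, which the paper's text can be read to describe: DESeq2 gave 6535 higher and 3101 lower genes in C, beside about 6500 and about 3100 in Fig. 3c, and 4283 and 2730 in WS1, beside about 4300 and about 2900 in Fig. 3d. This DESeq2 fit used summed counts without tximport's length offsets, so it is not a rerun of the paper's own steps.

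The first principal component held 42.18% of the variance here, against about 26% in Fig. 3b, read by eye. With genes scaled to unit variance (28.72%) or all genes with a count above 0 (35.08%) the value lies within 1.5 times of the paper's, and with log2(TPM + 1) (48.86%) or the 5000 most variable genes (49.77%) it does not.

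The paper states that WS1 mock samples cluster near the ABA-treated samples of both lines. Here their mean Spearman correlation was 0.9355 with C mock against 0.9127 with C ABA and 0.9299 with WS1 ABA, and they joined C mock at the first split of the dendrogram. Neither difference of distances (1 - Spearman's rho) passed a two-sided exact permutation test (p = 0.114 and 0.429). That against WS1 ABA turned to 0.000328 over all genes with a count above 0. Complete linkage on all genes with a count above 0, on TPM or log2 CPM and chosen after the values were seen, sets the C mock libraries apart from all others, as in Fig. 3a, and average and single linkage on the same values do not. On the first principal component they stood at 0.3455 of the way from C mock to C ABA, with 0.2217 without C mock replicate 4, 0.2268 without C mock replicate 1 and 0.4271 without C ABA replicate 1.

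From Fig. 3c and 3d, the paper states that WS1 was not sensitive to ABA treatment. Here 3845 higher and 2386 lower genes were called in WS1 after ABA, against 5796 and 2681 in C.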

Other observations

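Table S6 lists genes with start or stop codon variants in WS1, from exome data that the paper takes from the wheat TILLING database, and some of them had lower transcript levels in WS1. Of its 80 genes, 74 have an identifier and 58 could be tested, 55 of them with a gained stop codon: 17 were lower, 1 higher and 40 did not pass in either direction in WS1 under mock, and 19 were lower and 0 higher after ABA, with 14 lower under both (edgeR). The other 3 genes had log2 fold changes under mock of 0.39 (TraesCS5A03G1156100, start lost), -0.05 (TraesCS7B03G1240800, stop lost) and -0.06 (TraesCS2B03G0056300, stop retained), none past the thresholds. Counts were the same adjusted over the list alone. The median log2 change of the 58 genes under mock was -0.379, below each of 10000 random lists matched on mean expression (95% of these lay between -0.107 and 0.124), and camera gave a p of 3.9e-15, and 1.6e-05 with an estimated correlation (adjusted p = 0.00012 over the 15 set tests). HXK2 (TraesCS1A03G0845300), a hexokinase the paper discusses, was at 20.9 ± 1.35 CPM in C mock and 4.7 ± 0.681 in WS1 mock (SD, n = 4 each), a log2 fold change of -2.15 (standard error 0.14, adjusted p = 5.1e-08 from edgeR). After ABA it was at 18.9 ± 3.67 and 6.64 ± 0.666 CPM. MYB3R-4 (TraesCS6A03G0521700), a regulator of cell division, had a log2 fold change of -0.91 (standard error 0.17, adjusted p = 0.0012 from edgeR), which lies under the fold threshold. Among genes chosen after their values were seen, a GDP dissociation inhibitor (TraesCS1B03G0758900) fell from 29 ± 1.77 to 3.42 ± 0.963 CPM, an eIF4E translation initiation factor (TraesCS1D03G0370900) from 6.74 ± 1.28 to 0.83 ± 0.0712 and an aromatic amino acid lyase (TraesCS2A03G0922900) from 5.44 ± 3.32 to 1.83 ± 0.485. The 1 gene that was higher, TraesCS1A03G0577100, has no annotation there and lost its call without WS1 mock replicate 2.

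Of the genes that the paper's text gives by identifier for phosphopeptides and that were analysed here, TPS passed the threshold between WS1 and C under mock, and AKINBETA1 and BSL3 did not. The AKINBETA1 copies, a beta subunit of SnRK1, had log2 fold changes under mock of 0.19 (TraesCS4D03G0448500, adjusted p = 0.22 from edgeR) and 0.05 (TraesCS4B03G0502600, adjusted p = 0.82), and BSL3 (TraesCS5B03G0943200), a phosphatase of brassinosteroid signalling, had -0.04 (adjusted p = 0.78). OXS3 (TraesCS1A03G0847000 and TraesCS1D03G0814800 in Table S3) had 0.41 (adjusted p = 0.028) and 0.16 (adjusted p = 0.34), both under the fold threshold. The other identifiers given for it in the paper's text (TraesCS1A03G0558500 and TraesCS1D03G0589400) had no entry in the deposited tables, so they could not be analysed here.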
